# Transcription factor and microRNA interactions in lung cells: an inhibitory link between *NK2 homeobox 1*, *miR-200c* and the developmental and oncogenic factors *Nfib* and *Myb*

**DOI:** 10.1186/s12931-015-0186-6

**Published:** 2015-02-13

**Authors:** Jean-Bosco Tagne, Omar R Mohtar, Joshua D Campbell, Meenakshi Lakshminarayanan, Jingshu Huang, Anne C Hinds, Jining Lu, Maria I Ramirez

**Keywords:** microRNA, Transcription factors, Gene expression, Lung epithelial cells, Targets

## Abstract

**Background:**

The transcription factor NK2 homeobox 1 (Nkx2-1) plays essential roles in epithelial cell proliferation and differentiation in mouse and human lung development and tumorigenesis. A better understanding of genes and pathways downstream of Nkx2-1 will clarify the multiple roles of this critical lung factor. Nkx2-1 regulates directly or indirectly numerous protein-coding genes; however, there is a paucity of information about Nkx2-1-regulated microRNAs (miRNAs).

**Methods and results:**

By miRNA array analyses of mouse epithelial cell lines in which endogenous Nkx2-1 was knocked-down, we revealed that 29 miRNAs were negatively regulated including miR-200c, and 39 miRNAs were positively regulated by Nkx2-1 including miR-1195. Mouse lungs lacking functional phosphorylated Nkx2-1 showed increased expression of miR-200c and alterations in the expression of other top regulated miRNAs. Moreover, chromatin immunoprecipitation assays showed binding of NKX2-1 protein to regulatory regions of these miRNAs. Promoter reporter assays indicated that 1kb of the miR-200c 5′ flanking region was transcriptionally active but did not mediate Nkx2-1- repression of miR-200c expression. 3′UTR reporter assays support a direct regulation of the predicted targets Nfib and Myb by miR-200c.

**Conclusions:**

These studies suggest that Nkx2-1 controls the expression of specific miRNAs in lung epithelial cells. In particular, we identified a regulatory link between Nkx2-1, the known tumor suppressor miR-200c, and the developmental and oncogenic transcription factors Nfib and Myb, adding new players to the regulatory mechanisms driven by Nkx2-1 in lung epithelial cells that may have implications in lung development and tumorigenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12931-015-0186-6) contains supplementary material, which is available to authorized users.

## Background

The NK2 homeobox 1 (Nkx2-1, Ttf1, T/ebp) gene controls lung, thyroid and brain gene expression in development and tumors [1-3]. In lung development, Nkx2-1 is essential for epithelial branching morphogenesis and bronchiolar and alveolar epithelial cell differentiation [2,3]. Mutations of *NKX2-1* lead to lung epithelial hyperplasia, interstitial disease, and postnatal respiratory distress [4]. In tumors, NKX2-1 has oncogenic and tumor suppressor functions, depending on the cell context, suggesting a dual role as a lineage specific factor contributing to lung cancer progression [5-8]. The downstream genes controlled by Nkx2-1 mediate its multiple functions in different cell contexts. In previous genome-wide studies we and others identified Nkx2-1 regulated protein-coding genes (mRNA) and Nkx2-1 direct binding targets [9-13] in mice and humans. However, non-coding microRNAs (miRNAs) regulated by Nkx2-1 have not been identified. Regulation of gene expression by miRNAs is a major mechanism of gene silencing [14], that controls translation and stability of target mRNAs in a cell and tissue specific manner. In the lung, the expression patterns and functions of specific miRNAs have been described during cell differentiation, development and in diseases such as lung fibrosis and cancer [14-16]. In development, specific miRNAs are differentially regulated over time and between sexes [17]; the miR-17-92 cluster plays important roles in cell differentiation and growth [18,19], whereas the Gata6-regulated cluster miR-302-367 [20] controls multiple aspects of lung endoderm progenitor cell behavior. Several microRNAs including miR-29, miR-365, and miR-17-92 [14,19] control tumor cell proliferation, invasion and survival. However, the link between the key lung transcription factor Nkx2-1, downstream miRNAs and their predicted targets has not been addressed. In this study we have characterized miRNAs regulated by Nkx2-1 in a mouse lung cell line system by genome-wide analysis of mRNA and miRNA profiles and confirm the expression patterns of highly regulated miRNAs in normal mouse lung and in lungs expressing phosphorylation mutant Nkx2-1. In particular, we found a regulatory link between Nkx2-1, miR-200c and the nuclear factor I/B (Nfib) and myeloblastosis oncogene (Myb). These findings add new components to the gene regulatory network controlled by Nkx2-1 in lung epithelial cells that may have implications in the various roles of Nkx2-1 in development and disease.

## Methods

### Cell lines and tissues

The Murine Lung Epithelial cell line (MLE15), a gift of Dr.J.A. Whitsett (Cincinnati Children’s Hospital Medical Center), is derived from transgenic mice harboring the simian virus 40 large tumor antigen under the transcriptional control of the 3.7 kb human Surfactant Protein C promoter. These mice develop pulmonary adenocarcinomas within 4–6 months of age [21]. We have previously reported [12,22] the generation of three independent MLE15 stable cell lines transduced with lentivirus expressing Nkx2-1-shRNA or non-silencing control, followed by puromycin selection. These original cell lines were maintained in liquid nitrogen and expanded for the current studies. In these cells, Nkx2-1 mRNA levels are reduced to 60% of the control and NKX2-1 protein to ~40% (Figure 1A and [12]). Embryonic mouse tissues were dissected from phosphorylation-mutant Nkx2-1 mice (kindly provided by Dr. DeFelice (Università degli Studi di Napoli), harboring seven serine phosphorylation sites mutations in the Nkx2-1 locus [23]. These mutations prevent NKX2-1 protein to regulate genes controlling distal lung epithelial differentiation. Studies in mice were approved by the Boston University IACUC panel.

**Figure 1:**
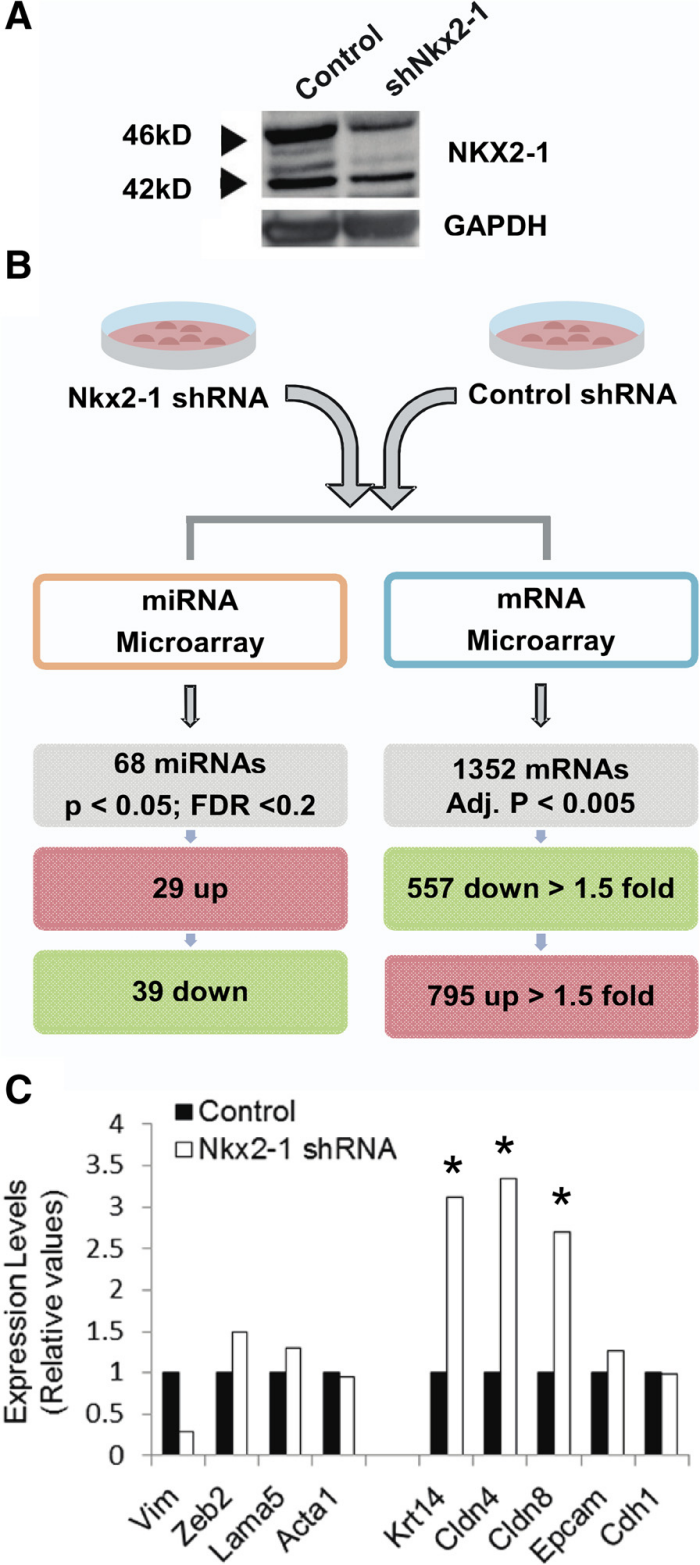
**Genome-wide analysis of miRNA and mRNA in Nkx2-1-knockdown cells. A**. Representative western blot analysis of NKX2-1 protein levels in Nkx2-1-shRNA treated MLE15 cells compared to non-silencing control. These stable cell lines were fully characterized in Cao et al [22], and Tagne et al, [12]. **B**. Diagram of the transcriptomic analyses indicating the number of genes identified up- or down-regulated (p < 0.05; FDR < 0.2). **C**. Expression levels of epithelial and mesenchymal markers in Nkx2-1shRNA treated MLE15 cells relative to non-silencing control, determined by microarray analysis. Adjusted p value < 0.0005.

### microRNA and mRNA microarray experiments

Total RNA, isolated from three independently transduced Nkx2-1-shRNA and control MLE15 cell lines [12], was enriched in low molecular weight RNA using miRNeasy kit (Qiagen, Valencia, CA). RNA was labeled with FlashTag kit (Genisphere Inc., Hatfield, PA), and was hybridized to miRNA Galaxy arrays (Affymetrix, Santa Clara, CA). Arrays were scanned using Affymetrix GeneArray Scanner 3000 7G Plus. miRNA QC Tool software version 1.0.33.0 was used for background subtraction, detection p-value calculation and normalization. A two-sample *t*-test was performed to identify differentially regulated miRNA expression in Nkx2-1 knockdown cells; the Benjamini-Hochberg False Discovery Rate (FDR) was used to correct for multiple hypothesis comparisons [24]. Genes with a *p* < 0.05 and an FDR adjusted *p* value < 0.2 were considered to be differentially expressed.

For mRNA expression analysis we followed the GeneChip® Whole Transcript (WT) Sense Target Labeling Assay Manual (Affymetrix, Santa Clara, CA) as described previously [25]. The labeled fragmented DNA was hybridized to the Gene Arrays 1.0ST. After scanning, data were summarized using Affymetrix Expression Console (version 1.1). Robust Multi-Array Analysis algorithm [26] was used to generate gene-level data. A two-sample *t*-test was performed to identify differentially regulated mRNA expression in Nkx2-1 knockdown cells adjusted for multiple hypothesis comparisons [24]. Genes with an adjusted p < 0.0005 were considered significant. Both mRNA and microRNA expression data are deposited in the Gene Expression Omnibus GSE47055. Predicted targets of miR-200c were downloaded from TargetScanMouse 6.2 (aggregate PCT > 0.1) [27]. Gene Ontology database analysis was performed using GATHER (Gene Annotation Tool to Help Explain Relationships) [28]. Detailed microRNA and mRNA array methods are described in Additional file 1.

### Real time RT-PCR

mRNA expression was analyzed by RT-qPCR in total RNA samples using methods described previously [22]. miRNA expression was analyzed in 1μg of total RNA, reverse transcribed using MicroRNA Reverse Transcription Kit (Applied Biosystems, Grand Island, NY). miRNA RT-qPCR analyses were performed with MicroRNA Assays (Applied Biosystems) in a StepOne Real-Time PCR System (Applied Biosystems). We used rnuRNA-6B in cell lines and snoRNA-202 in mouse tissues since the expression of these endogenous genes was more stable in the conditions tested in each system. Quantitative analysis was performed by the 2^-ΔΔCt^ method.

### Chromatin immunoprecipitation assays

Chromatin immunoprecipitation assays (ChIPs) were performed as described previously [12], using 1 × 10^6^ cells and 10 μl of NKX2-1 antibody (07-601-Upstate, Millipore, Billarica, MA) or IgG control (Santa Cruz Biotechnology, Dallas, TX). Equal volumes of immunoprecipitated DNA solution and 10% of the input DNA fragments were amplified by qPCR using a custom designed TaqMan assay (Applied Biosystems) within -1kb relative to the first nucleotide of the pre-miRNA sequence indicated in the UCSC Genome Browser mm10 [29] (miR-1195, chr17:70860551–70861600; miR-200c, chr6:124718366–124719390) and quantified using TaqMan Master Mix (Applied Biosystems). Data were normalized to IgG and expressed as percentage of the input. Detailed ChIP methods are described in Additional file 1.

### miRNA promoter cloning, transfections and luciferase assays

Genomic regions (1.1 kb) 5′ to the first nucleotide of miR-200c and of miR-221 pre-miRNA sequences were retrieved from the UCSC Mouse Genome Browser [29]. We used oligonucleotides with restriction enzyme adaptors to amplify ~ 0.9-1kb of each region by PCR (miR-200c F 5′-SacI CAGGCAGACACTGCCATCT-3′, R 5′-HindIII CTACCCAACCAGTCCACCTCC-3′; miR-221 F 5′-SacI AGGAGAGGCCCTTGGTATAG-3′, R 5′-HindIII GTTCAGCCTGCAAATTATCC). Amplicons were ligated into the pGL3-basic luciferase vector (Promega, Madison, WI) and confirmed by sequencing. After several attempts we were unable to clone the 5′flanking region of miR-1195. Thus, miR-200c-Luc and miR-221-Luc plasmids were transiently transfected using Lipofectamine 2000 (Life Technologies, Grans Island, NY) in the cell lines described above. A renilla luciferase expressing vector was co-transfected for transfection efficiency control. Cells were harvested 48 h after transfection and luciferase activity measured using the Dual-Luciferase Reporter Assay System (Promega). Firefly luciferase signal was normalized to Renilla luciferase and data expressed relative to the pGL3-basic vector.

### 3′-UTR luciferase assays

All plasmids and reagents were obtained from Genecopeia (Rockville, MD). Plasmids harboring a Firefly luciferase reporter and the 3′UTR flanking region of the mir-200c predicted targets Myb (MmiT029722-MT01), Nfib (MmiT027729a2-MT01), and Six1 (MmiT028207-MT01), or a control vector (CmiT000001-MT01) were co-transfected in MLE15 cells either with a pre-miR-200c plasmid (MmiR3304-MR01) or with an scrambled control clone (CmiR0001-MR01) using EndoFectin Plus transfection kit. Different ratios of 3′UTR plasmids and miR-200c plasmid were evaluated (data not shown). A 1:5 ratio rendered the most consistent effect with all plasmids. Renilla luciferase expressing vector was co-transfected for transfection efficiency control. Cells were harvested 48 h after transfection and luciferase activity was measured using the Luc-Pair miR Luciferase Assay. Firefly luciferase signal was normalized to Renilla luciferase and data expressed relative to the Control Luciferase vector.

### miRNA-1195 antagomir assay

MLE15 cells were transduced with miRVana miR-1195 inhibitor (4464084 ID MH13628 (Life Technologies) using Lipofectamine RNAiMAX (Life Technologies) protocol.

### Statistical analysis

Data were obtained from at least three independent experiments (N = 3) and presented as mean ± SEM. The significance of differences was calculated using *t*-test for two-group unpaired comparisons. *P* < 0.05 was considered statistically significant.

## Results

### miRNAs downstream of Nkx2-1 in lung epithelial cells

To identify candidate miRNAs regulated by Nkx2-1 we analyzed by microRNA arrays differences in expression levels in the small RNA fraction isolated from control and Nkx2-1-shRNA transduced MLE15 cells (Figure 1A, B). We have previously characterized these stable cell lines in two publications [12,22]. Nkx2-1 mRNA was knocked-down to 60% of control and protein to 40% (Figure 1A and [12]). Reduction of Nkx2-1 delayed cell cycle progression by halting cells in G2/M phase of the cell cycle [12]. We now show that these moderate changes in Nkx2-1 expression also produced significant changes in miRNA and gene expression. 

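MLE15 is a mouse lung epithelial cell line from lung tumors of mice that carry the simian virus large T antigen under the human surfactant protein C promoter. Total RNA of 3 Nkx2-1-shRNA lines and 3 non-silencing control lines was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, with 1 array per line. The paper describes the lines as independently transduced. The sample labels name the empty lentivirus vector as the control and give a time of 48 h, while the paper describes stable cell lines and gives no time. The authors summarized the arrays by Robust Multi-Array Analysis, and the deposited values are on the log2 scale. They cover 35557 transcript clusters, the sets of probes that each stand for a gene or transcript. Median log2 values were 5.10, 5.10 and 5.14 in the Nkx2-1-shRNA lines and 5.20, 5.18 and 5.21 in the control lines. Across transcript clusters, which are not independent replicates, correlations between arrays ran from 0.991 to 0.994 within a group and from 0.979 to 0.983 between the groups. The first principal component (58.3% of the variance) separated the groups. The precision of an array value is limited by the number of arrays; the median SD within a group was 0.13. The groups did not overlap for 12424 transcript clusters (34.9%), where chance gives 10%. Differences were tested with limma and adjusted by the Benjamini-Hochberg method over all transcript clusters. An exact permutation test of 3 lines against 3 cannot give a p below 0.1. The study's threshold was an adjusted p under 0.0005 with a log2 fold change beyond 0.6. Single genes and members of gene lists were called at an adjusted p under 0.05. A single gene symbol was available for 21789 transcript clusters, which represent 19938 genes. A gene with several transcript clusters was read from the one with the highest mean. A limit for background of 4.35 was taken from the 95th percentile of 1245 transcript clusters of 1229 genes of olfactory, taste and vomeronasal receptors. Gene lists were compared with all other genes by camera of limma, with a preset correlation of 0.01 between genes, and again with a correlation estimated from the arrays. These tests, thresholds and lists and the rule for naming genes were set before the data were examined, although the values of Table S2 had been read by then and the ribosomal and histone lists lost members later.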

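Nkx2-1, the homeobox factor targeted by the shRNAs (transcript cluster 10400474), had log2 values of 7.91, 7.98 and 7.83 in the Nkx2-1-shRNA lines and 8.61, 8.61 and 8.59 in the control lines. Its mRNA fell to 61.8% of control, a log2 fold change of −0.69 (SE 0.076, adjusted p = 0.00155). Every knock-down line lay below every control line (exact permutation test, p = 0.1). Sftpc, which encodes surfactant protein C, fell from 7.73 ± 0.45 to 4.08 ± 0.22 (SD, n = 3), below the background limit, a log2 fold change of −3.65 (SE 0.23, adjusted p = 2.0e-04). Of 18 genes of alveolar type II cells and surfactant, 3 rose, 7 fell and 8 did not pass (3 and 7 when adjusted over the list alone). The list as a whole did not pass (adjusted p = 0.184; adjusted p = 0.359 with an estimated correlation). Cd36, a fatty acid transporter gene among mostly higher neighbors on chromosome 5, fell by 2.58 on the log2 scale to below the background limit. Here and below, stretches or neighbors called mostly higher or mostly lower had a positive or negative median log2 fold change. The phospholipid enzyme gene Lpcat1 fell by 1.09, and the cytokine gene Il33 rose from below the background limit by 1.03. Of 15 genes of alveolar type I cells, 6 rose and 1 fell (6 and 2 when adjusted over the list alone). The caveolin genes Cav1 and Cav2 rose by 2.11 and 1.52, and Ager, the classical marker of these cells, by 0.82. The calls of Cav1, Cav2 and Ager ended with a test for unequal variances (adjusted p = 0.0665, 0.0990 and 0.118). The median of this list was −0.046, and above 0 after quantile normalization or median centring. Its mean was 0.35, and its test pointed up without passing (adjusted p = 0.139; adjusted p = 0.522 with an estimated correlation). The nuclear receptor gene Rorb fell from 9.48 ± 0.23 to 4.30 ± 0.16 (−5.17; SD, n = 3), also below the limit. Sox2, a factor of foregut and airway progenitors, fell from 8.63 ± 0.096 to 5.69 ± 0.055 (−2.94). They belong to 33 transcription factors of lung and foregut, 4 of which are among the study's selected targets. Of these factors 6 rose and 12 fell (7 and 12 when adjusted over the list alone). Its mean was −0.33, and its test pointed down without passing (adjusted p = 0.110; adjusted p = 0.238 with an estimated correlation; 0.0433 to 0.238 over the alternatives with camera, the lowest with median centring). With fry, which compares the list with no change rather than with other genes, the adjusted p was 1.9e-04. Its median of −0.028 was 0.052 after median centring. Of 23 genes of gastric and hindgut epithelium, 6 rose and 2 fell (7 and 3 when adjusted over the list alone). The protease gene Ctse rose from below the background limit by 3.53, Anxa8 by 2.51 and the lectin gene Lgals4 by 1.58, while the gastrokine gene Gkn2 fell by 2.44. The median of this group was −0.012, and above 0 after quantile normalization or median centring. Its mean was 0.27, and it did not pass (adjusted p = 0.202; adjusted p = 0.366 with an estimated correlation). With a test for unequal variances the adjusted p of Nkx2-1 was 0.0550 (1.2e-04 to 0.0550 over the alternatives). The gene stands at the edge of 207 neighboring genes above background on chromosome 12 whose median log2 fold change was −0.30.

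**Figure D1:**
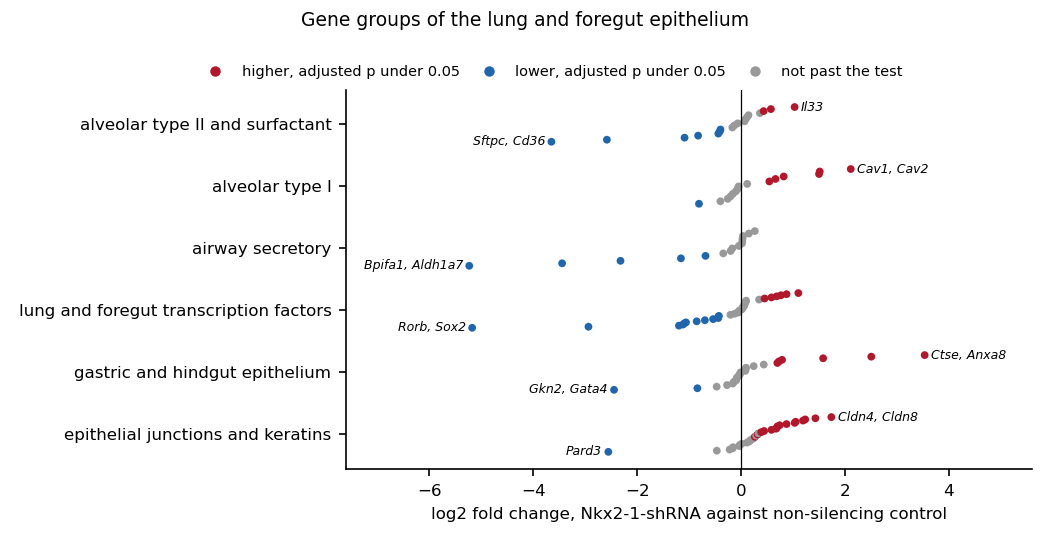
Log2 fold changes of the genes of 6 epithelial groups, 1 point per gene, with the groups on the vertical axis and the log2 fold change (Nkx2-1-shRNA over non-silencing control, n = 3 lines each) on the horizontal axis. Red points rose and blue points fell at an adjusted p under 0.05, from Rorb at −5.17 to Ctse at 3.53, and the medians of the alveolar type I, gastric and lung transcription factor groups change sign with median centring.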

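Krt14, a keratin of basal epithelial cells, rose from 5.72 ± 0.098 in the control lines to 7.36 ± 0.19 in the Nkx2-1-shRNA lines (SD, n = 3), a log2 fold change of 1.64 (SE 0.12, adjusted p = 3.1e-04). The tight junction genes Cldn4 and Cldn8 rose from 6.91 ± 0.18 to 8.65 ± 0.24 and from 4.66 ± 0.18 to 6.09 ± 0.17, log2 fold changes of 1.74 (adjusted p = 6.1e-04) and 1.43 (adjusted p = 7.9e-04). The E-cadherin gene Cdh1 stood at 10.99 ± 0.056 against 11.02 ± 0.016, a log2 fold change of −0.032 (95% confidence interval −0.21 to 0.14, adjusted p = 0.830). Epcam, which encodes an epithelial adhesion molecule, had a log2 fold change of 0.34 (SE 0.097) that did not pass the test (adjusted p = 0.0588; 0.0236 to 0.196 over the alternatives, 7 of which gave less than 0.05). Of these 5 epithelial markers, 3 rose and none fell (4 when adjusted over the list alone). As a list they passed (adjusted p = 8.4e-04, and adjusted p = 0.138 with an estimated correlation). The study reported these markers from these same samples, so the list is not independent evidence of its direction. Of 31 genes of epithelial junctions and keratins, 4 of them among the study's markers, 16 rose and 1 fell (19 and 2 when adjusted over the list alone). Their median log2 fold change was 0.32 (list adjusted p = 1.7e-05; adjusted p = 0.138 with an estimated correlation). The desmosome gene Dsp rose by 1.24, while Pard3, which encodes a protein of cell polarity, fell by 2.55. Of 52 keratin genes, 10 rose and 1 fell (the same counts when adjusted over the list alone; list adjusted p = 0.0123; adjusted p = 0.204 with an estimated correlation). Krt79 rose by 2.26, Krt78 by 1.29 and Krt19 by 1.19, and the epidermal keratin gene Krt1 was below the background limit in both groups. Of 28 claudin genes, 4 rose and none fell (the same counts when adjusted over the list alone). They include Cldn1 (1.03, below the background limit in the control lines) and Cldn9 (0.79, adjusted p = 0.0446; 0.00776 to 0.286 over the alternatives). The claudins as a list did not pass (adjusted p = 0.273; adjusted p = 0.366 with an estimated correlation). Their median was −0.0055, and positive after quantile normalization or median centring, and their mean 0.16.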

Importantly, Nkx2-1 knock-down MLE15 cells retain their epithelial features including unchanged expression of Cdh1, and increased Krt14, Cldn4, Cldn8 and Epcam (Figure 1C). Being of epithelial origin they have low expression of vimentin, unchanged Zeb2 (Figure 1C) and undetectable mRNA levels of the Epithelial-Mesenchymal-Transition mediators Zeb1, Snail, Snug or Twist determined by microarray analysis. 

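Vim, the vimentin gene, fell from 10.89 ± 0.18 in the control lines to 9.10 ± 0.035 in the Nkx2-1-shRNA lines (SD, n = 3), or to 28.8% of control. Its log2 fold change was −1.80 (SE 0.10, adjusted p = 1.4e-04; 7.4e-07 to 0.0508 over the alternatives, the highest with a test for unequal variances). Zeb2, a repressor of Cdh1 and of other epithelial genes, rose from 5.23 ± 0.17 to 5.80 ± 0.11, a log2 fold change of 0.58 (SE 0.11, adjusted p = 0.0154; 0.00236 to 0.104 over the alternatives, 6 of which gave more than 0.05). Among the mediators of epithelial-mesenchymal transition, Zeb1 (4.00 in the Nkx2-1-shRNA and 3.95 in the control lines) and Snai2 (3.85 and 3.39) lay below the background limit in both groups. Twist1 (4.49 and 4.52) and Twist2 (4.48 and 4.55) lay just above it with log2 fold changes of −0.026 and −0.070. Snai1, which encodes Snail, rose from 5.63 ± 0.024 to 5.91 ± 0.046 (log2 fold change 0.28, adjusted p = 0.0404). This call ended in 8 alternatives, among them each fit without 1 line (0.0159 to 0.129 over the alternatives). The laminin gene Lama5 rose from 9.10 ± 0.077 to 9.48 ± 0.052 (log2 fold change 0.38, adjusted p = 0.0193; 0.00623 to 0.0806 over the alternatives). The skeletal actin gene Acta1 had a log2 fold change of −0.076 (adjusted p = 0.609). Of the study's 8 mesenchymal markers, Twist2 not counted, 3 rose and 1 fell (4 and 1 when adjusted over the list alone). Their median was 0.17 and their mean −0.019 (list adjusted p = 0.425; adjusted p = 0.522 with an estimated correlation). The study reported these markers too from these same samples, so this list is not independent evidence. Of 22 mesenchymal and transition genes, 6 of them the study's, 5 rose and 1 fell (5 and 2 when adjusted over the list alone). They did not pass as a list (adjusted p = 0.263; adjusted p = 0.366 with an estimated correlation). The matrix genes Tgfbi and Fn1 rose by 3.26 and 1.17, and the N-cadherin gene Cdh2 rose from below the limit by 0.81.

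**Figure D2:**
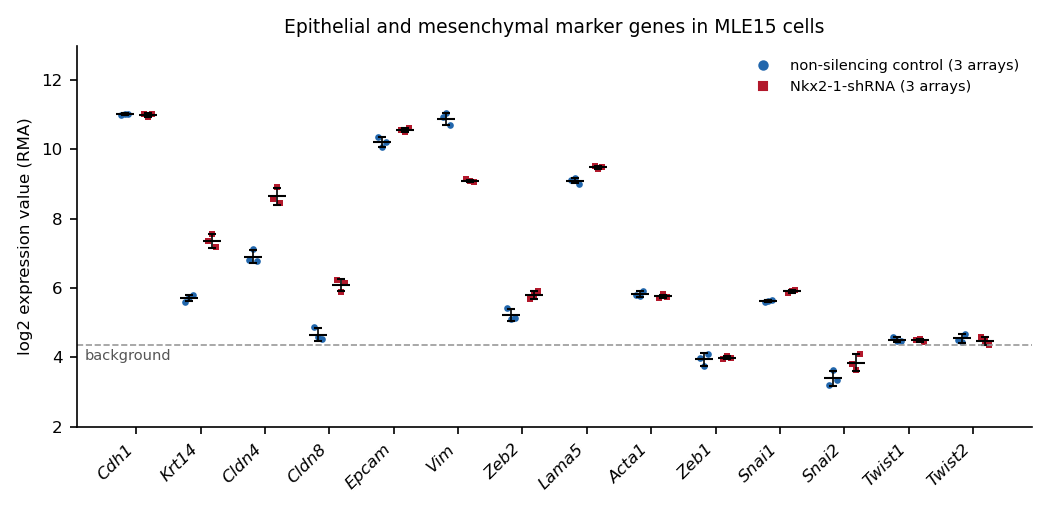
Log2 values (vertical axis) of 14 epithelial and mesenchymal marker genes in the 3 non-silencing control lines (blue circles) and the 3 Nkx2-1-shRNA lines (red squares), with the mean and SD of each group. The dashed line is the background limit of 4.35; Zeb1 and Snai2 lie under it and Vim falls from 10.89 to 9.10.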

We identified 68 well-annotated miRNAs significantly altered by down-regulation of Nkx2-1 (p < 0.05; FDR < 0.2) (Table 1). From these, 29 miRNAs increased their expression levels by Nkx2-1 knock-down including miR-200c (16.7 fold), miR-200b (1.7 fold), miR-221 (4.2 fold), and miR-222 (3.7 fold) (Figure 2A and Table 1). A group of 39 miRNAs was significantly down-regulated by Nkx2-1 knock-down including miR-1195 (−4.9 fold), miR-378 (−4.6 fold), miR-449a (−2.1 fold), and miR-130a (−1.9 fold) (Figure 2A and Table 1). Other miRNAs regulated by Nkx2-1 include miRNAs belonging to the miR-106-363 cluster (miR-106a/b, miR-18a, miR-19b-1/2 and miR-20a/b) (Figure 1 and Table 1). The expression of miR-141, clustered and usually co-expressed with miR-200c [30], is higher in Nkx2-1-shRNA than in control (p = 0.0196; FDR = 0.087) (Table 1) following the same trend than miR-200c. Expression patterns of the most altered miRNAs (miR-200c, miR-221, miR-1195, and miR-378) were analyzed in Nkx2-1 knock-down cells by RT-qPCR (Figure 2B) confirming the microarray data.

**Table 1:** **miRNAs differentially expressed in Nkx2-1shRNA vs non-silencing control in MLE15 cells**

**MicroRNA**	**Fold change**	**p (Ttest)**	**FDR**	**MicroRNA**	**Fold change**	**p (Ttest)**	**FDR**
mmu-miR-200c_st	16.73	0.000005	0.001	mmu-miR-1195_st	−4.90	0.0033	0.034
mmu-miR-221_st	4.16	0.0022	0.027	mmu-miR-378_st	−4.58	0.00004	0.005
mmu-miR-222_st	3.71	0.0004	0.013	mmu-miR-351_st	−3.12	0.0056	0.044
mmu-miR-27a-star_st	2.44	0.0017	0.024	mmu-miR-503_st	−2.65	0.0003	0.012
mmu-miR-125a-5p_st	2.05	0.0217	0.090	mmu-miR-449a_st	−2.13	0.0007	0.014
mmu-miR-24-2-star_st	2.00	0.0162	0.081	mmu-miR-1196_st	−2.07	0.0005	0.013
mmu-miR-27a_st	1.80	0.0006	0.013	mmu-miR-685_st	−2.05	0.0330	0.120
mmu-miR-486_st	1.75	0.0182	0.085	mmu-miR-709_st	−2.00	0.0073	0.049
mmu-miR-200b-star_st	1.72	0.0054	0.044	mmu-miR-1224_st	−1.94	0.0070	0.049
mmu-miR-574-3p_st	1.69	0.0085	0.052	mmu-miR-130a_st	−1.93	0.0057	0.044
mmu-miR-200b_st	1.65	0.0104	0.057	mmu-miR-20a_st	−1.86	0.0010	0.017
mmu-miR-22_st	1.49	0.0041	0.038	mmu-miR-20b_st	−1.75	0.0009	0.017
mmu-miR-484_st	1.48	0.0470	0.159	mmu-miR-19b_st	−1.71	0.0073	0.049
mmu-miR-700_st	1.47	0.0004	0.013	mmu-miR-18a_st	−1.69	0.0021	0.026
mmu-miR-344_st	1.45	0.0168	0.082	mmu-miR-152_st	−1.64	0.0033	0.034
mmu-miR-23a_st	1.45	0.0184	0.085	mmu-miR-805_st	−1.58	0.0197	0.087
mmu-miR-181a_st	1.44	0.0143	0.073	mmu-miR-185_st	−1.52	0.0003	0.012
mmu-miR-200a_st	1.39	0.0033	0.034	mmu-miR-106b_st	−1.51	0.0284	0.108
mmu-miR-181b_st	1.36	0.0088	0.052	mmu-miR-27b_st	−1.48	0.0085	0.052
mmu-miR-205_st	1.36	0.0097	0.055	mmu-miR-106a_st	−1.48	0.0061	0.045
mmu-miR-532-3p_st	1.32	0.0220	0.090	mmu-miR-346_st	−1.48	0.0260	0.101
mmu-miR-151-5p_st	1.31	0.0171	0.082	mmu-miR-877_st	−1.45	0.0118	0.061
mmu-miR-362-5p_st	1.31	0.0208	0.088	mmu-let-7i_st	−1.44	0.0047	0.040
mmu-miR-21_st	1.28	0.0014	0.020	mmu-miR-182_st	−1.43	0.0083	0.052
mmu-miR-24_st	1.27	0.0045	0.040	mmu-miR-345-3p_st	−1.42	0.0005	0.013
mmu-miR-140-star_st	1.26	0.0233	0.094	mmu-miR-674_st	−1.40	0.0095	0.055
mmu-miR-28-star_st	1.23	0.0203	0.088	mmu-let-7f_st	−1.40	0.0034	0.034
mmu-let-7e_st	1.17	0.0113	0.060	mmu-let-7d_st	−1.40	0.0495	0.164
mmu-miR-141_st	1.17	0.0196	0.087	mmu-miR-324-5p_st	−1.36	0.0300	0.112
				mmu-miR-183_st	−1.36	0.0021	0.026
				mmu-miR-378-star_st	−1.34	0.0067	0.049
				mmu-miR-25_st	−1.33	0.0326	0.120
				mmu-miR-674-star_st	−1.32	0.0012	0.019
				mmu-miR-100_st	−1.25	0.0463	0.159
				mmu-miR-17-star_st	−1.23	0.0473	0.159
				mmu-miR-99a_st	−1.22	0.0258	0.101
				mmu-miR-491_st	−1.20	0.0002	0.012
				mmu-miR-191_st	−1.13	0.0432	0.152
				mmu-miR-470_st	−1.12	0.0350	0.125

(p < 0.05; FDR < 0.2).

**Figure 2:**
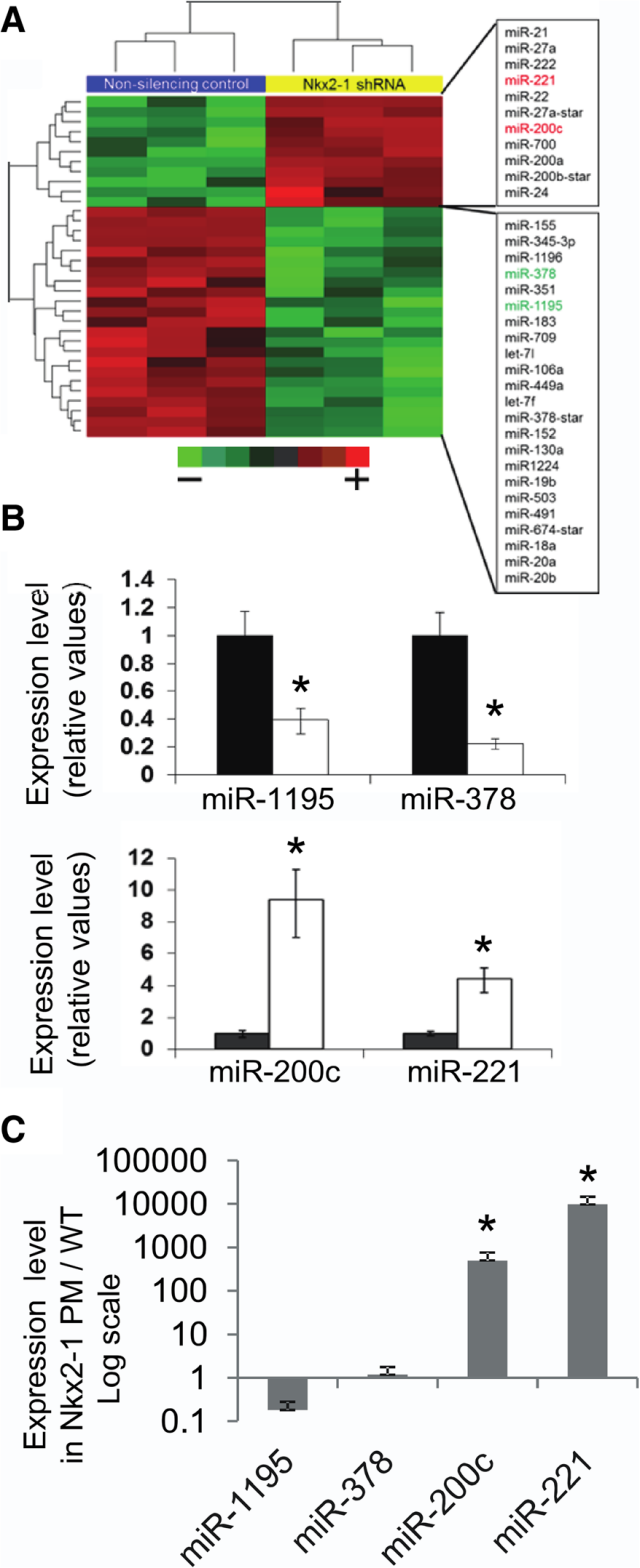
**Nkx2-1 controls the expression of specific miRNAs. A**. Hierarchical two-dimensional clustering analysis of Nkx2-1-regulated miRNA expression in MLE15 cells. Blue, Non-silenced Nkx2-1 samples; yellow, Nkx2-1-shRNA knocked-down samples. Each row corresponds to a miRNA and each column corresponds to an independent sample. Green represents lower and red higher relative expression. **B**. RT-qPCR validation analysis of miRNAs down- regulated (upper panels) or up-regulated (lower panels) by Nkx2-1 knockdown in MLE15 cells. Data was normalized to rnuRNA-6B. (*) p < 0.05. **C**. RT-qPCR analysis of miRNA expression levels in Nkx2-1PM/PM relative to Nkx2-1+/+. Data was normalized to snoRNA-202 and represented in a log scale. (*) p < 0.05.

### miRNA expression is altered in Nkx2-1 phosphorylation-mutant lungs

Nkx2-1 null mice have an extreme lung phenotype due to failing in branching morphogenesis resulting in a large sac lined by a simple epithelium [2,3]. Therefore, we tested the effect of Nkx2-1 on specific miRNAs in vivo in wild type and in Nkx2-1 phosphorylation-mutant lungs at E19.5 by RT-qPCR. These mice have normal branching morphogenesis but show alterations in distal epithelial differentiation and expression of lung function genes. By RT-qPCR analysis we showed that absence of phosphorylated NKX2-1 results in a significant increment in the levels of miR-200c and miR-221; miR-1195 is down-regulated although no significantly, showing a similar trend than in Nkx2-1 knockdown experiments in MLE15 cells (Figure 2C).

### NKX2-1 protein binds to miRNA regulatory regions

To evaluate NKX2-1 protein binding to regulatory regions of the top regulated miRNAs we performed ChIP assays using a NKX2-1 antibody or the corresponding IgG followed by quantitation by qPCR of fragments within the miRNA’s 5′ flanking regions (Figure 3A). The NKX2-1 antibody significantly immunoprecipitated 5′regions of the tested miRNAs compared to IgG (Figure 3B). For miR-200c, the enrichment of the IP fractions with the Nkx2-1 antibody and IgG were 28 and 0.4% of input while for miR-1195, were 129% and 1.3% of input respectively. NKX2-1 also binds to the 5′flanking region of miR-221. These data indicate a potential regulatory link between NKX2-1 and miR-200c, miR-221, or miR-1195. In support of these results, a search in a ChIP-chip dataset of NKX2-1 target genes in mouse lung development that we previously published [12] indicates a significant binding of NKX2-1 within the 1kb 5′ flanking region of the miR-200c gene (Figure 3C).

**Figure 3:**
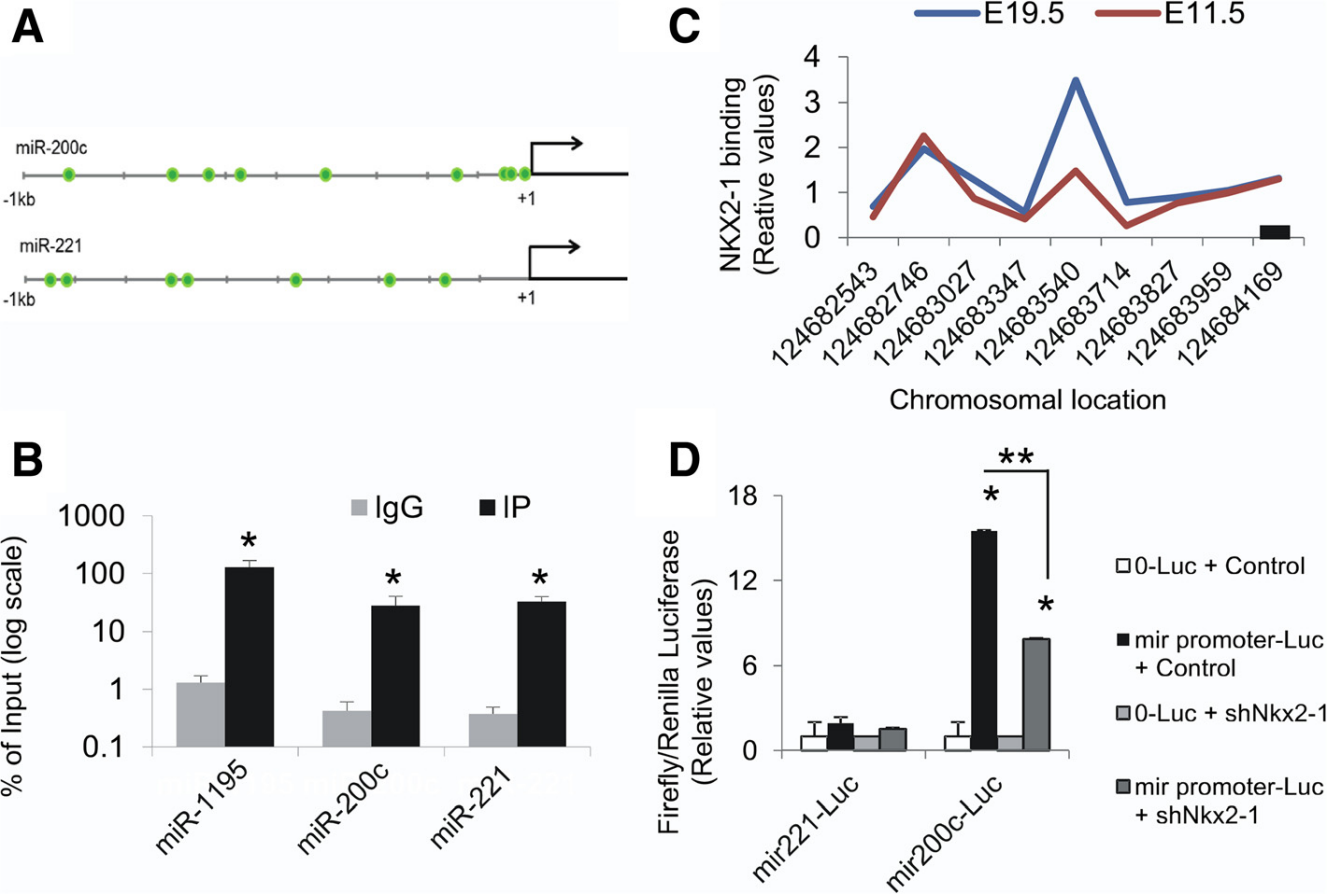
**NKX2-1 binds to miRNA’s regulatory regions and regulates their transcriptional activity. (A)** Scheme representing 1 kb of the 5′ flanking region of each miRNA. The core of the NKX2-1 consensus binding site (CAAG/CTTG) is represented as a green circle. **(B)** Chromatin immunoprecipitation assays using NKX2-1 antibody or IgG control followed by qPCR analysis of the 5′ flanking regions of miR-200c, miR-221 and miR-1195. Data represents percentage of the input in log scale. (*) p ≤ 0.05. **(C)** Binding of NKX2-1 to miR-200c 5′ flanking region in E11.5 and E19.5 mouse lung previously determined by ChIP-chip analysis [12]. Data represents binding signal (y axis) for each probe on the promoter tiling array (x axis) corresponding to the 5′ flanking region of the pre-miR-200c. miR-221 and miR-1195 5′ flanking regions were not represented in the array. Red, E11.5; blue, E19.5; black line, transcript. N = 3 **(D)** Promoter-luciferase analysis of the transcriptional activity of the 1 kb 5′ flanking regions of different miRNAs in MLE15 transduced with NKx2-1 shRNA or control. Data represents Firefly luciferase normalized to Renilla luciferase. Values are relative to the 0-Luciferase (pGL3) control vector in each cell line. (*) p < 0.05 in 0-Luc vs. miR-200c –Luc; (**) p < 0.05 in miR-200c-Luc + scrambled vs. miR-200c.

### Nkx2-1 controls transcriptional activity of the miR-200c 5′ flanking region

To evaluate the transcriptional activity of the 5′flanking regions of selected microRNAs we cloned ~1kb 5′ to the miR-200c and to the miR-221 transcripts in a luciferase reporter vector. Both fragments contain several NKX2-1 consensus binding core CAAG/CTTG sites (Figure 3A). The miR-200c 5′flanking fragment is highly conserved in humans where it is transcriptionally active [31]. We transiently transfected the mouse constructs in MLE15 cell lines previously transduced with lentivirus expressing Nkx2-1-shRNA or non-silencing control (Figure 3D). The 5′ flanking region of miR-200c exhibits intense transcriptional activity (15-fold ± 0.66; p = 0.0005) with normal levels of Nkx2-1. Unexpectedly, we found that knock-down of Nkx2-1 resulted in lower transcriptional activity of this 1kb fragment (8-fold ± 0.24; p = 1.6 × 10^−6^). The 1kb fragment 5′ to miR-221 was transcriptionally inactive in the same conditions (Figure 3D). So, Nkx2-1 has a strong effect in controlling the levels of miR-200c expression but this control might be indirect. Nkx2-1 is recognized to act mainly as a transcriptional activator [11], binding to the promoters/enhancers of 58% of activated downstream genes but only to 23% of genes repressed by Nkx2-1. Therefore, most genes repressed by Nkx2-1 do so by mechanisms other than direct promoter binding as may be the case for miR-200c. Alternatively, the elements mediating Nkx2-1 repression of miR-200c might be located in regulatory regions beyond the -1kb 5′ flanking region. Analysis of histone marks in distinct microRNA loci to identify putative transcription start sites (TSS) indicates that a putative TSS of miR-200c in mouse cells might be within 5 kb of the pre-miRNA sequence [32].

### Expression patterns of predicted targets of Nkx2-1-regulated miRNAs

Predicted targets of miR-200c were retrieved from TargetScanMouse (Release 6.2) [27]. A total of 770 predicted targets of miR-200c (total context score ≤ −0.01) were identified (Additional file 2: Table S1). We also determined genome-wide changes in mRNA levels in the Nkx2-1 knock-down cells using expression microarrays. 

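Abcg2, which encodes a drug and urate efflux pump, fell from 9.10 ± 0.12 to 3.58 ± 0.29 (SD, n = 3), below the background limit. This was the largest fall of any single-symbol gene past the study's threshold (log2 fold change −5.52, SE 0.15, adjusted p = 2.8e-05). Bpifa1, a secretory protein gene of the airway, fell from 11.90 ± 0.18 to 6.67 ± 0.18 (−5.23), and the interferon-induced gene Ifitm3 from 10.11 ± 0.16 to 6.15 ± 0.12 (−3.96). Besides these and Rorb and Sftpc, the 10 largest falls included the aldehyde dehydrogenase gene Aldh1a7 (−3.44) and Glmp (−3.02). The others were Eid1 (−3.79), Slc43a3 (−3.11) and Osbpl6 (−3.04), which lie in stretches on chromosome 2 whose median log2 fold change was negative. The largest rise was that of Dsg3, a desmosomal cadherin gene of stratified epithelium, from 3.93 ± 0.18 to 8.32 ± 0.14 (4.38, SE 0.12, adjusted p = 2.8e-05). It was followed by the actin-capping gene Capg, from 4.53 ± 0.19 to 8.61 ± 0.17 (4.08), and the secreted carbonic anhydrase gene Car6, from 4.99 ± 0.22 to 8.90 ± 0.10 (3.91). With Ctse and Tgfbi, the other genes among the 10 largest rises were the serpin genes Serpinb11 (3.57) and Serpinb5 (3.38), the hypoxia-responsive gene Ndrg1 (3.18), the stress gene Gadd45a (3.00) and Adamtsl3 (2.97). Dsg3, Ctse, Serpinb11 and Adamtsl3 started below the background limit, and Rorb, Sftpc, Eid1, Aldh1a7 and Osbpl6, like Abcg2, ended below it, so that the order of these genes depends on the background. At the study's threshold 286 transcript clusters were higher and 162 lower by limma, 448 in all. Of these 394 carry a single gene symbol, and the smallest change among the 448 was 0.89. At an adjusted p under 0.05 alone, 2705 were higher and 3284 lower, so that 45.2% of the called transcript clusters were higher, against 59.5% after median centring. The counts at the study's threshold were 906 and 651 when only transcript clusters with 1 gene symbol were tested, 586 and 366 among those above the median level, 472 and 299 among those above background, and 989 and 787 at an adjusted p under 0.005. They were 0 by the methods' t-test, by a test for unequal variances and with replicate number as a block. At an unadjusted p under 0.05 the methods' t-test gave 4177 higher and 5331 lower and limma 4431 and 6087. Without any 1 line limma gave 0 to 22 higher and 0 to 9 lower at the study's threshold, the fewest without Nkx2-1-shRNA replicate 2.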

1352 genes with an adjusted p value < 0.0005, logFC < −0.6 or logFC > 0.6 were selected for further analysis (Additional file 3: Table S2). We intersected TargetScanMouse predicted targets with 557 genes showing anti-correlated expression to that of miR-200c (Figure 4A) in Nkx2-1 knockdown cells. The intersection showed 32 genes whose changes in expression were anti-correlated with miR-200c (including the transcription factors Gata4, Myb, Nfib Ntf3, Phf6, Six1, Sox2, and Trps1) (Figure 4B). 

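The transcription factor genes Nfib and Myb, both predicted targets of miR-200c, fell from 9.72 ± 0.097 to 8.52 ± 0.12 and from 6.62 ± 0.13 to 5.50 ± 0.097 (SD, n = 3). Their log2 fold changes were −1.19 (SE 0.097, adjusted p = 5.1e-04) and −1.12 (SE 0.099, adjusted p = 6.9e-04). Trps1, a GATA-type repressor gene, fell by 1.53 to below the background limit (adjusted p = 2.0e-04), Gata4 by 0.84 (adjusted p = 0.00260) and the PHD finger gene Phf6 by 0.81 (adjusted p = 0.00200). Of the 32 genes of Fig. 4B, 29 had a transcript cluster of their own, and all 29 were lower at an adjusted p under 0.05 (29 when adjusted over the list alone). Their log2 fold changes ran from −2.94 (Sox2) to −0.36 (Pard3b) with a median of −1.11; the other 3 were not analysed here. As a list they passed the test (adjusted p = 1.1e-25; adjusted p = 0.138 with an estimated correlation), but a list the study chose on these samples is not independent evidence. Of the 29, 7 (Pde7b, Fmnl2, Fyn, Ank3, Myb, Wasf1 and Pigh) lie in stretches on chromosomes 2, 10 and 12 whose median log2 fold change was negative. After Sox2, the largest falls were those of the phosphodiesterase gene Pde7b (−2.20), the formin gene Fmnl2 (−2.02), the semaphorin receptor gene Plxna4 (−2.02) and the kinase gene Fyn (−1.92), with Pde7b and Fyn ending below the limit. The smallest was that of the polarity gene Pard3b (−0.36, adjusted p = 0.0262; 0.00929 to 0.0878 over the alternatives); its other transcript cluster, of lower signal, had −0.80 (adjusted p = 0.00147). At the study's threshold 8 of the 29 passed, and 28 when only transcript clusters with 1 gene symbol were tested. Among all 726 measured miR-200c targets, 9 were lower and 8 higher at the study's threshold, against 115 lower and 242 higher of the 19212 other genes. The odds ratios were 2.08 for lower (p = 0.0474) and 0.873 for higher targets (p = 0.865; Fisher's exact test, two-sided); genes are not independent replicates. At an adjusted p under 0.05, 91 targets (12.5%) were lower, against 9.78% of other genes (odds ratio 1.32, p = 0.0188, same exact test). At that limit 123 (16.9%) were higher, against 10.4% (odds ratio 1.75, p = 1.6e-07, same exact test). Both comparisons count all measured genes alike, including those below background. Of the 8 targets higher at the study's threshold, the urea transporter gene Slc14a1 (1.90, from below the limit), Usp27x (1.70), Klhl24 (1.67), the repressor gene Prdm1 (1.58, among mostly lower neighbors on chromosome 10) and the neuropilin gene Nrp2 (1.54) rose most. As a set the targets had a median log2 fold change of 0.033 and did not pass (camera p = 0.184; p = 0.657 with an estimated correlation). At the study's threshold the exact p for lower targets was 0.0933 after quantile normalization and 0.895 above the median level (0.00277 to 0.895 over the alternatives). By the methods' t-test and with replicate number as a block, 0 targets were lower and 0 higher. Without any 1 line 0 to 2 were lower and 0 higher. Where such a fit gave an exact p for lower targets, it was 0.200 (odds ratio 5.30), or 0.0402 (7.58) without control replicate 1. With 1 gene symbol the odds ratios were 1.75 for lower targets (exact p = 0.00277) and 1.88 for higher targets (exact p = 4.0e-05; 1.6e-07 to 1 over the alternatives). The paper intersects the predicted targets with the genes lower in Nkx2-1 knock-down cells, in which its microRNA arrays showed more miR-200c, and states that the changes of the shared genes were anti-correlated with miR-200c.

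**Figure D3:**
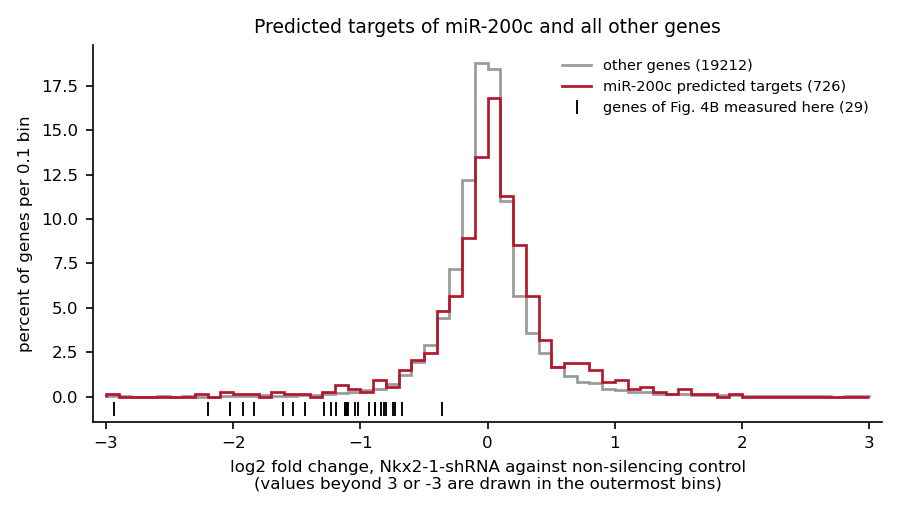
Percent of genes (vertical axis) in each interval of 0.1 of log2 fold change (horizontal axis, Nkx2-1-shRNA over non-silencing control) for 726 predicted targets of miR-200c (red) and 19212 other genes (grey). Ticks mark the 29 measured genes of Fig. 4B, which lie between −2.94 (Sox2) and −0.36 (Pard3b, whose other transcript cluster had −0.80).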

We validated Myb, Nfib and Six1 expression patterns by RT-qPCR analysis (Figure 4C).

**Figure 4:**
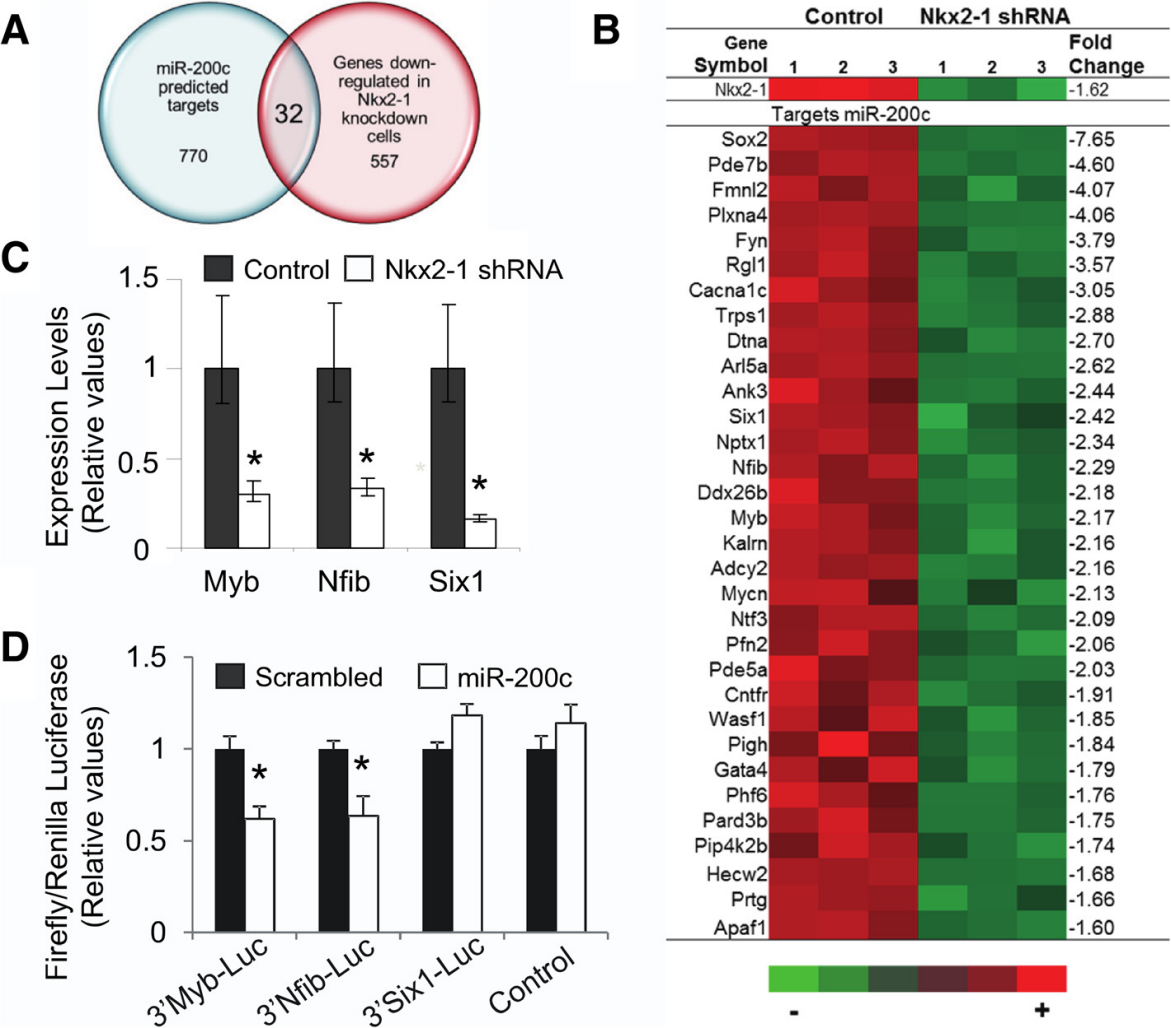
**Analysis of predicted targets of miR-200c. (A)** Venn diagram showing the intersection analysis of in silico miR-200c predicted target genes in TargetScanMouse 6.2 and genes downregulated in Nkx2-1 knockdown cells identified by microarray analysis. **(B)** Expression level of Nkx2-1 and of the 32 predicted targets of miR-200c identified in the intersection in A, determined by microarray analysis. FC, fold change; (1, 2, 3) biological replicates; red represents higher expression levels; green represents lower expression levels. Adjusted p value < 0.0005 **(C)** Selected transcription factors target of miR-200c were validated by RT-qPCR in Nkx2-1 shRNA treated cells vs. non-silencing control MLE15 cells. N = 3-6. (*) p < 0.01. **(D)** 3′UTR-Luciferase analysis of miR-200c predicted targets Myb, Nfib and Six1 compared to control-Luciferase in MLE15 transfected with pre-miR-200c or scrambled control. (*) p < 0.05.

### miR-200c controls expression of its predicted targets Nfib and Myb

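Among the 91 predicted targets of miR-200c that fell at an adjusted p under 0.05, 14 encode transcription factors, counted by family symbols (Sox, Gata, Nfi, Myb and the like) as no ontology annotation was analysed here. These are Tead1 (−0.56), Foxp1 (−0.54), Cebpa (−0.44), Srf (−0.43), Rfx7 (−0.58), Mxd3 (−0.49), Fosb (−0.37), Ppara (−0.31, to below the background limit) and Mycn (−1.09), besides Sox2, Nfib, Myb, Gata4 and Trps1; the first 8 were named after their values were seen. Their share of 15.4% compares with 8.82% among the 635 other measured targets (Fisher's exact test, two-sided: odds ratio 1.88, p = 0.0568; 0.0306 to 0.218 over the alternatives). Among all 19847 other genes it is 4.99% (odds ratio 3.46, exact p = 1.8e-04). Without non-silencing control replicate 1 or 2 the first comparison gave odds ratios of 2.12 (exact p = 0.0436) and 2.17 (exact p = 0.0306). With transcript clusters above background it gave 1.89 (exact p = 0.0469). The first comparison did not pass in the other alternatives. Among them were the methods' t-test (odds ratio 1.54, exact p = 0.218) and 1 gene symbol (1.59, exact p = 0.128). The fits without an Nkx2-1-shRNA line gave 1.71 to 1.85 (exact p from 0.0894 to 0.171). Transcription factors also made up 9.64% of all 726 measured targets, against 4.87% of the other genes (odds ratio 2.09, exact p = 2.3e-07). They made up 10.6% of the 123 targets that rose, against 9.45% of the remaining targets (odds ratio 1.13, exact p = 0.737). Of all 1969 genes that fell, 5.38% were transcription factors, against 5.00% of the genes that did not (odds ratio 1.08, exact p = 0.448). Of the 29 measured genes of Fig. 4B, 6 (20.7%) were transcription factors, against 9.18% of the other targets (odds ratio 2.58, exact p = 0.0514). At the study's threshold 2 of the 9 lower targets (22.2%) were transcription factors, against 9.48% of the other targets (odds ratio 2.72, exact p = 0.212). Genes are not independent replicates, and 7 comparisons of this kind were made, without correction.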

A significant number of miR-200c targets whose expression was negatively correlated to miR-200c in the microarray analysis were overrepresented in the transcriptional regulation GO category (Additional file 4: Table S3). The transcription factors Gata4 [33], Ntf3 [34] and Sox2 [35] are experimentally validated targets of miR-200c in human cells. We selected Nfib, Six1, and Myb to perform 3′UTR-luciferase reporter assays in MLE 15 cells expressing pre-miR-200c or scrambled control. Significant reduction of luciferase activity was observed in Nfib 3′UTR-Luciferase (0.63 ± 0.06; p = 0.016) and in Myb 3′UTR-Luciferase (0.62 ± 0.04; p = 0.002) transfected cells in the presence of pre-miR-200c compared to the scrambled control (Figure 4D). No difference in luciferase activity was observed in cells co-transfected with Six-1-Luciferase and pre-miR-200c or scrambled plasmids.

### miR-1195 controls expression of its predicted targets

We intersected 40 predicted targets of miR-1195 retrieved from TargetScanMouse with 795 genes showing anti-correlated expression to that of miR-1195 (Figure 5A) in Nkx2-1 knockdown cells. 

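Nr1d1, which encodes a nuclear receptor of the circadian clock, rose from 7.59 ± 0.098 to 8.78 ± 0.22 (SD, n = 3), a log2 fold change of 1.20 (SE 0.13, adjusted p = 0.00137). The cytochrome gene Cyp2s1 rose from 5.80 ± 0.12 to 8.27 ± 0.17 (2.47, SE 0.11, adjusted p = 7.9e-05). Spire1, an actin nucleator gene that lies among mostly higher neighbors on chromosome 18, rose by 1.14 (SE 0.11, adjusted p = 0.00109) and the kinase gene Map3k2 by 0.85 (SE 0.083, adjusted p = 1.0e-03). All 4 rose (also 4 when adjusted over the list alone). As a list they passed (adjusted p = 1.5e-05; adjusted p = 0.152 with an estimated correlation), but a list the study chose on these samples is not independent evidence. At the study's threshold 1 of the 4 passed, and 4 when only transcript clusters with 1 gene symbol were tested. Of the 40 predicted targets of miR-1195 in Table S1, 38 were measured. None was higher or lower at the study's threshold by limma or the methods' t-test. At an unadjusted p under 0.05, 11 were higher and 8 lower by limma, and 12 and 5 by the methods' t-test. At an adjusted p under 0.05, 9 (23.7%) were higher, against 10.6% of other genes (Fisher's exact test, two-sided: odds ratio 2.61, p = 0.0162). The 5 (13.2%) that were lower compare with 9.87% (odds ratio 1.38, exact p = 0.419). Besides Nr1d1, Spire1 and Map3k2, those higher were the potassium channel gene Kcne3 (1.29), Ssbp2 (0.67), Pbx3 (0.53), Stk38l (0.51, among mostly higher neighbors on chromosome 6), Tpm2 (0.47) and Nol4l (0.45), named after their values were seen. Nsd1 (−0.89), Hapln1 (−0.78, below the background limit in both groups), Sema5a (−0.77, to below the limit), Sh3d19 (−0.55) and Stk4 (−0.51), also named after their values were seen, were lower. The calls of Ssbp2, Pbx3 and Tpm2 ended in 6, 6 and 7 alternatives (adjusted p from 0.00523 to 0.254, 0.00351 to 0.0991 and 0.00404 to 0.182). That of Nol4l ended in 2, and those of Nr1d1, Kcne3, Stk38l, Sh3d19 and Stk4 only with a test for unequal variances. As a set the 38 had a median of 0.056 and did not pass (camera p = 0.419; p = 0.649 with an estimated correlation). With 1 gene symbol 4 targets were higher and 3 lower at the study's threshold, above the median level 3 and 1.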

We identified only 4 genes whose changes in expression induced by Nkx2-1 were anti-correlated with changes in miR-1195 expression (Nr1d1, Cyp2s1, Spire1 and Map3k2) (Figure 5B). We observed the same trend in the expression of these putative targets analyzed by RT-qPCR (Figure 5C).

**Figure 5:**
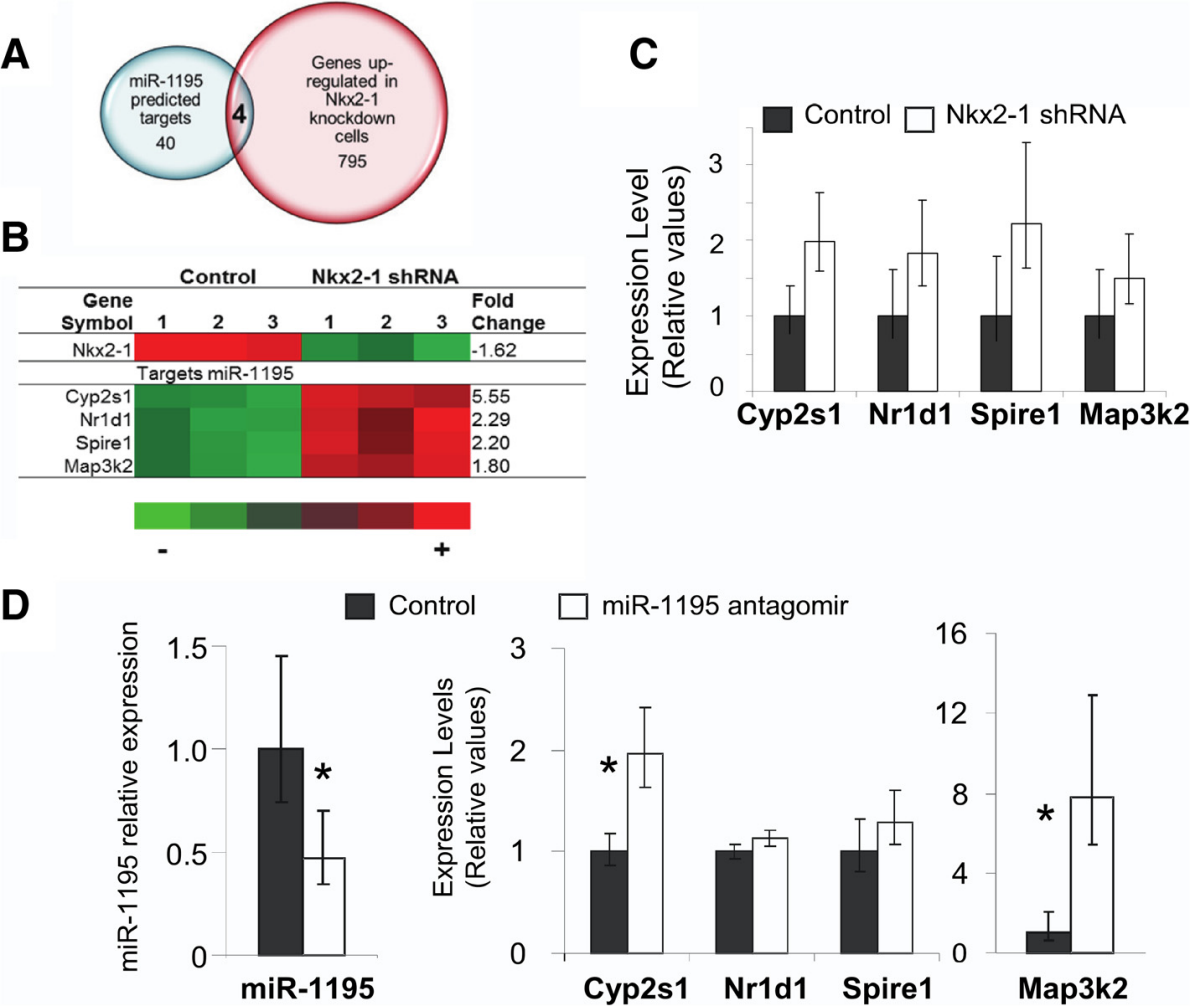
**Analysis of predicted targets of miR-1195. (A)** Venn diagram of the intersection of in silico miR-1195 predicted target genes in TargetScanMouse 6.2 and genes upregulated in Nkx2-1 knockdown cells identified by microarray analysis. **(B)** Expression level of Nkx2-1 and of the 4 predicted targets of miR-1195 in Nkx2-1shRNA treated MLE15cells vs. non-silencing control, determined by microarray analysis. FC, fold change; (1, 2, 3) biological replicates; red represents higher expression levels; green represents lower expression levels. **(C)** The 4 predicted targets of miR-1195 were validated by RT-qPCR in Nkx2-1 shRNA treated cells vs. non-silencing control MLE15 cells. (*) p < 0.05. **(D)** A miR-1195 inhibitor transduced in MLE15 cells reduces the expression of miR-1195 by 50% determined by RT-qPCR; expression of miR-1195 predicted target genes in the same cells inversely correlated to the levels of miR-1195 determined by RT-qPCR. (*) p < 0.05.

To further evaluate the effect of miR-1195 on predicted downstream genes, we transfected MLE15 cells with a miR-1195 inhibitor to reduce its expression levels. After 48 h of transduction, expression levels of miR-1195 were measured by RT-qPCR confirming that miR-1195 was reduced by 50% (Figure 5D). Expression of Map3k2 and Cyp2s1 was significantly up-regulated by the miR-1195 inhibitor (Figure 5D). Because miR-1195 is a mouse specific miRNA no further analyses were performed to determine direct regulation of the identified targets. hsa-miR-584 shares partial homology to mmu-miR-1195 [36] and will be analyzed in future studies.

## Discussion

In this study we have identified microRNAs whose expression is influenced by knock-down of Nkx2-1. Using genome- wide miRNA expression profiling in a lung adenocarcinoma-derived mouse epithelial cell line (MLE15) [21], we observed that reduction of Nkx2-1 levels to approximately half of that in control cells promoted significant and reproducible changes in miRNA expression patterns, including a high up-regulation of miR-200c. The top up- and down- regulated miRNAs are expressed in normal mouse fetal lung and their level of expression is also altered in mice lacking functional phosphorylated-Nkx2-1. Furthermore, we present evidence of a regulatory link between Nkx2-1, mirR-200c and the downstream transcription factors Nfib and Myb. The studies indicate that down-regulation of Nkx2-1 de-represses miR-200c, either by a direct or an indirect mechanism. Downstream, miR-200c reduces the expression of its predicted targets Nfib and Myb.

miR-200c was initially identified as a lung-specific miRNA in rats [37]. Expression of miR-200c is higher in adult rat lung alveolar cells than fibroblasts, and its expression is lower during development than in adult lung. Most studies about miR-200c have been performed in the mesenchymal-epithelial transition (MET) context. One well studied function of the miR-200 family is the induction of an epithelial phenotype by inhibiting the transcriptional repressor Zeb2 and thereby enhancing E-cadherin expression [31,35]. Supporting its role in maintaining an epithelial phenotype in the lung, miR-200c expression is significantly reduced in the lung of mice with experimental fibrosis and in lungs of IPF patients where the epithelium undergoes profound alterations by acquiring some mesenchymal characteristics. In lung adenocarcinoma a high-level of NKX2-1 expression is significantly associated with longer overall survival [7], whereas a high-level of miR-200c expression is associated with shorter overall survival [30] supporting the inverse correlation. But in epithelial cell contexts, as the ones described in this work, increased miR-200c may regulate cellular processes other than MET, such as proliferation, or survival of lung cells.

Our data shows that miR-200c represses Nfib and Myb genes. These transcription factors [38,39] and other known miR-200c targets such as E2F3 [40] and Kras [41] have been linked to lung epithelial proliferation in development and in tumorigenesis acting as oncogenes. Nfib is highly expressed in the embryonic lung epithelium and in the mesenchyme, but its expression gets restricted to the epithelium at late gestation. Absence of Nfib in null mutant mice results in early postnatal lethality with severe lung hypoplasia [38]. In small cell lung carcinomas NFIB regulates cell viability and proliferation [42] and it is considered an oncogene. The other predicted target, Myb has been recently linked to the differentiation of airway epithelial cells [43], and was shown to be regulated by miR-200c in glioblastomas [44] and breast cancer cells [43]. In the latter, the human MYB 3′UTR was shown to contain miR-200c binding sites. Therefore, a reduction of Nkx2-1may modulate the proliferative activity of lung epithelial cells not only by direct inhibition of cyclin B, as it was previously described [12,13], but also through direct or indirect activation of miR-200c to inhibit downstream oncogenes.

We identified other miRNAs regulated by Nkx2-1 expression. miR-1195, for instance, is positively regulated by Nkx2-1 in the lung epithelial cell system and in normal vs. phosphorylation mutant lungs. miR-1195 is a mouse specific miRNA [45], enriched in epithelial structures in the embryo and moderately homologous to the human miRNA hsa-miR-584-3p (miRBase [36]). Predicted targets of miR-1195, including the mitogen-activated protein kinase Map3k2 [46] and the extra-hepatic cytochrome P450 enzyme Cyp2s1 [47,48], responded to changes in miR-1195 levels. Because miR-1195 is not found in humans, its close homolog hsa-miR-584-3p will be the focus of further studies.

## Conclusions

Overall, our findings suggest that modulation of the level of expression of Nkx2-1 has a high impact on downstream regulatory events mediated by miRNAs in mouse lung epithelial cell lines and in lung tissue. Particularly, miR-200c, negatively regulated by Nkx2-1, reduces the expression of downstream targets Nfib and Myb. Because of the high conservation between mouse and human homologs of Nkx2-1, Nfib, Myb, and miR-200c it is likely that these links apply to human cells. The individual functions of NKX2-1 [5-7,49], miR-200c [30,50,51], MYB [39,52], and NFIB [42] in lung development and/or lung cancer have been widely documented. Thus, our future analyses are aimed at characterizing these novel regulatory links between NKX2-1:miR-200c: NFIB, or MYB in propagating fluctuations in the levels of NKX2-1 in human lung tumors.

## Additional files

Additional file 1:
**Additional Methods.** Detailed ChIP, and miRNA and gene expression array experiments. Additional file 2: Table S1. mmu-miR-200c and mmu-miR-1195 predicted target genes identified in TargetScanMouse 6.2. Additional file 3: Table S2. Gene expression changes induced by down-regulation of Nkx2-1 in MLE15 cells. Additional file 4: Table S3. Gene ontology analysis of predicted miR-200c targets down-regulated in Nkx2-1 knock-down cells.

## References

[1] Boggaram V (2009). Thyroid transcription factor-1 (TTF-1/Nkx2.1/TITF1) gene regulation in the lung. Clin Sci (Lond).

[2] Kimura S, Hara Y, Pineau T, Fernandez-Salguero P, Fox CH, Ward JM (1996). The T/ebp null mouse: thyroid-specific enhancer-binding protein is essential for the organogenesis of the thyroid, lung, ventral forebrain, and pituitary. Genes Dev.

[3] Kimura S, Ward JM, Minoo P (1999). Thyroid-specific enhancer-binding protein/thyroid transcription factor 1 is not required for the initial specification of the thyroid and lung primordia. Biochimie.

[4] Galambos C, Levy H, Cannon CL, Vargas SO, Reid LM, Cleveland R (2010). Pulmonary pathology in thyroid transcription factor-1 deficiency syndrome. Am J Respir Crit Care Med.

[5] Kwei KA, Kim YH, Girard L, Kao J, Pacyna-Gengelbach M, Salari K (2008). Genomic profiling identifies TITF1 as a lineage-specific oncogene amplified in lung cancer. Oncogene.

[6] Mu D (2013). The complexity of thyroid transcription factor 1 with both pro- and anti-oncogenic activities. J Biol Chem.

[7] Perner S, Wagner PL, Soltermann A, LaFargue C, Tischler V, Weir BA (2009). TTF1 expression in non-small cell lung carcinoma: association with TTF1 gene amplification and improved survival. J Pathol.

[8] Winslow MM, Dayton TL, Verhaak RG, Kim-Kiselak C, Snyder EL, Feldser DM (2011). Suppression of lung adenocarcinoma progression by Nkx2-1. Nature.

[9] Kolla V, Gonzales LW, Gonzales J, Wang P, Angampalli S, Feinstein SI (2007). Thyroid transcription factor in differentiating type II cells: regulation, isoforms, and target genes. Am J Respir Cell Mol Biol.

[10] Maeda Y, Tsuchiya T, Hao H, Tompkins DH, Xu Y, Mucenski ML (2012). Kras(G12D) and Nkx2-1 haploinsufficiency induce mucinous adenocarcinoma of the lung. J Clin Invest.

[11] Snyder EL, Watanabe H, Magendantz M, Hoersch S, Chen TA, Wang DG (2013). Nkx2-1 represses a latent gastric differentiation program in lung adenocarcinoma. Mol Cell.

[12] Tagne JB, Gupta S, Gower AC, Shen SS, Varma S, Lakshminarayanan M (2012). Genome-wide analyses of Nkx2-1 binding to transcriptional target genes uncover novel regulatory patterns conserved in lung development and tumors. PLoS One.

[13] Watanabe H, Francis JM, Woo MS, Etemad B, Lin W, Fries DF (2013). Integrated cistromic and expression analysis of amplified NKX2-1 in lung adenocarcinoma identifies LMO3 as a functional transcriptional target. Genes Dev.

[14] Sessa R, Hata A (2013). Role of microRNAs in lung development and pulmonary diseases. Pulm Circ.

[15] Dong J, Jiang G, Asmann YW, Tomaszek S, Jen J, Kislinger T (2010). MicroRNA networks in mouse lung organogenesis. PLoS One.

[16] Pandit KV, Milosevic J, Kaminski N (2011). MicroRNAs in idiopathic pulmonary fibrosis. Transl Res.

[17] Mujahid S, Logvinenko T, Volpe MV (2013). Nielsen HC: miRNA regulated pathways in late stage murine lung development. BMC Dev Biol.

[18] Lu Y, Thomson JM, Wong HY, Hammond SM, Hogan BL (2007). Transgenic over-expression of the microRNA miR-17-92 cluster promotes proliferation and inhibits differentiation of lung epithelial progenitor cells. Dev Biol.

[19] Ventura A, Young AG, Winslow MM, Lintault L, Meissner A, Erkeland SJ (2008). Targeted deletion reveals essential and overlapping functions of the miR-17 through 92 family of miRNA clusters. Cell.

[20] Tian Y, Zhang Y, Hurd L, Hannenhalli S, Liu F, Lu MM (2011). Regulation of lung endoderm progenitor cell behavior by miR302/367. Development.

[21] Wikenheiser KA, Vorbroker DK, Rice WR, Clark JC, Bachurski CJ, Oie HK (1993). Production of immortalized distal respiratory epithelial cell lines from surfactant protein C/simian virus 40 large tumor antigen transgenic mice. Proc Natl Acad Sci U S A.

[22] Cao Y, Vo T, Millien G, Tagne JB, Kotton D, Mason RJ (2010). Epigenetic mechanisms modulate thyroid transcription factor 1-mediated transcription of the surfactant protein B gene. J Biol Chem.

[23] DeFelice M, Silberschmidt D, DiLauro R, Xu Y, Wert SE, Weaver TE (2003). TTF-1 phosphorylation is required for peripheral lung morphogenesis, perinatal survival, and tissue-specific gene expression. J Biol Chem.

[24] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol.

[25] Varma S, Cao Y, Tagne JB, Lakshminarayanan M, Li J, Friedman TB (2012). The transcription factors grainyhead-like 2 and NK2-homeobox 1 form a regulatory loop that coordinates lung epithelial cell morphogenesis and differentiation. J Biol Chem.

[26] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[27] Friedman RC, Farh KK, Burge CB, Bartel DP (2009). Most mammalian mRNAs are conserved targets of microRNAs. Genome Res.

[28] Chang JT, Nevins JR (2006). GATHER: a systems approach to interpreting genomic signatures. Bioinformatics.

[29] Karolchik D, Hinrichs AS, Kent WJ (2012). The UCSC genome browser. Curr Protoc Bioinformatics.

[30] Tejero R, Navarro A, Campayo M, Vinolas N, Marrades RM, Cordeiro A (2014). miR-141 and miR-200c as markers of overall survival in early stage non-small cell lung cancer adenocarcinoma. PLoS One.

[31] Zhang B, Zhang Z, Xia S, Xing C, Ci X, Li X (2013). KLF5 activates microRNA 200 transcription to maintain epithelial characteristics and prevent induced epithelial-mesenchymal transition in epithelial cells. Mol Cell Biol.

[32] Marson A, Levine SS, Cole MF, Frampton GM, Brambrink T, Johnstone S (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells. Cell.

[33] Huang HN, Chen SY, Hwang SM, Yu CC, Su MW, Mai W (2014). miR-200c and GATA binding protein 4 regulate human embryonic stem cell renewal and differentiation. Stem Cell Res.

[34] Howe EN, Cochrane DR, Cittelly DM, Richer JK (2012). miR-200c targets a NF-kappaB up-regulated TrkB/NTF3 autocrine signaling loop to enhance anoikis sensitivity in triple negative breast cancer. PLoS One.

[35] Wellner U, Schubert J, Burk UC, Schmalhofer O, Zhu F, Sonntag A (2009). The EMT-activator ZEB1 promotes tumorigenicity by repressing stemness-inhibiting microRNAs. Nat Cell Biol.

[36] Griffiths-Jones S, Saini HK, van Dongen S (2008). miRBase: tools for microRNA genomics. Nucleic Acids Res.

[37] Wang Y, Weng T, Gou D, Chen Z, Chintagari NR, Liu L (2007). Identification of rat lung-specific microRNAs by micoRNA microarray: valuable discoveries for the facilitation of lung research. BMC Genomics.

[38] Grunder A, Ebel TT, Mallo M, Schwarzkopf G, Shimizu T, Sippel AE (2002). Nuclear factor I-B (Nfib) deficient mice have severe lung hypoplasia. Mech Dev.

[39] Griffin CA, Baylin SB (1985). Expression of the c-myb oncogene in human small cell lung carcinoma. Cancer Res.

[40] Tao T, Liu D, Liu C, Xu B, Chen S, Yin Y (2014). Autoregulatory feedback loop of EZH2/miR-200c/E2F3 as a driving force for prostate cancer development. Biochim Biophys Acta.

[41] Kopp F, Wagner E, Roidl A (2014). The proto-oncogene KRAS is targeted by miR-200c. Oncotarget.

[42] Dooley AL, Winslow MM, Chiang DY, Banerji S, Stransky N, Dayton TL (2011). Nuclear factor I/B is an oncogene in small cell lung cancer. Genes Dev.

[43] Cesi V, Casciati A, Sesti F, Tanno B, Calabretta B, Raschella G (2011). TGFbeta-induced c-Myb affects the expression of EMT-associated genes and promotes invasion of ER+ breast cancer cells. Cell Cycle.

[44] Siebzehnrubl FA, Silver DJ, Tugertimur B, Deleyrolle LP, Siebzehnrubl D, Sarkisian MR (2013). The ZEB1 pathway links glioblastoma initiation, invasion and chemoresistance. EMBO Mol Med.

[45] Yuan Z, Sun X, Liu H, Xie J (2011). MicroRNA genes derived from repetitive elements and expanded by segmental duplication events in mammalian genomes. PLoS One.

[46] Kesavan K, Lobel-Rice K, Sun W, Lapadat R, Webb S, Johnson GL (2004). MEKK2 regulates the coordinate activation of ERK5 and JNK in response to FGF-2 in fibroblasts. J Cell Physiol.

[47] Thum T, Erpenbeck VJ, Moeller J, Hohlfeld JM, Krug N, Borlak J (2006). Expression of xenobiotic metabolizing enzymes in different lung compartments of smokers and nonsmokers. Environ Health Perspect.

[48] Wang SL, He XY, Hong JY (2005). Human cytochrome p450 2s1: lack of activity in the metabolic activation of several cigarette smoke carcinogens and in the metabolism of nicotine. Drug Metab Dispos.

[49] Yamaguchi T, Hosono Y, Yanagisawa K, Takahashi T (2013). NKX2-1/TTF-1: an enigmatic oncogene that functions as a double-edged sword for cancer cell survival and progression. Cancer Cell.

[50] Ceppi P, Mudduluru G, Kumarswamy R, Rapa I, Scagliotti GV, Papotti M (2010). Loss of miR-200c expression induces an aggressive, invasive, and chemoresistant phenotype in non-small cell lung cancer. Mol Cancer Res.

[51] Feng X, Wang Z, Fillmore R, Xi Y (2014). MiR-200, a new star miRNA in human cancer. Cancer Lett.

[52] Yang ZH, Zheng R, Gao Y, Zhang Q, Zhang H (2014). Abnormal gene expression and gene fusion in lung adenocarcinoma with high-throughput RNA sequencing. Cancer Gene Ther.

# Supplementary material for: Transcription factor and microRNA interactions in lung cells: an inhibitory link between NK2 homeobox 1, miR-200c and the developmental and oncogenic factors Nfib and Myb
**Source:** Respir Res. 2015 Feb 13;16(1):22. doi: 10.1186/s12931-015-0186-6
**Supplement:** Additional file 1: — Additional Methods. Detailed ChIP, and miRNA and gene expression array experiments.

**Supplementary Materials**

*miRNA Array experiments*

All procedures were performed at Boston University Microarray Resource Facility following the protocols described in FlashTag^TM^Biotin RNA Labeling Kit for Affymetrix miRNA Arrays protocol (Genisphere Inc., Hatfield, PA). Briefly, total RNA was isolated from three independent Nkx2-1-shRNA and control transduced MLE15 cell lines [[1](#_ENREF_1)] and enriched for low molecular weight RNA using QIAGEN’s miRNeasy kit (Qiagen, Valencia, CA). RNA was labeled following the FlashTag kit (Genisphere Inc., Hatfield, PA) protocol. Labeled RNA was hybridized to miRNA Galaxy arrays (Affymetrix, Santa Clara, CA) for 16 hours in GeneChip Hybridization oven 640 at 48^o^C with rotation (60 rpm). Hybridized samples were washed and stained using Affymetrix fluidics station 450. Microarrays were scanned using Affymetrix GeneArray Scanner 3000 7G Plus (Affymetrix, Santa Clara, CA). Affymetrix miRNA QC Tool software version 1.0.33.0 was used for background subtraction, detection p-value calculation and array normalization. A two-sample t-test was performed to identify differentially regulated miRNA expression in Nkx2-1 knockdown cells and a false discovery rate (FDR) correction [[2](#_ENREF_2), [3](#_ENREF_3)]. Genes with a *p* ≤ 0.05 and an FDR adjusted *p* value < 0.2 were considered to be differentially expressed.

*Gene Expression Array experiments*.

All procedures were performed at Boston University Microarray Resource Facility as described in GeneChip® Whole Transcript (WT) Sense Target Labeling Assay Manual (Affymetrix, Santa Clara, CA). Total RNA was isolated using QIAGEN’s RNeasy kit (Qiagen, Valencia, CA) RNA (300 ng) was reverse transcribed using Whole Transcript cDNA Synthesis kit (Affymetrix, Santa Clara, CA). The cDNA was used as a template for in vitro transcription using Whole Transcript cDNA Amplification Kit (Affymetrix, Santa Clara, CA). The antisense cRNA was purified using GeneChip Sample Cleanup Module (Affymetrix, Santa Clara, CA), and used as a template for reverse transcription (Whole Transcript cDNA Synthesis kit, Affymetrix, Santa Clara, CA) to produce single-stranded DNA in the sense orientation. The labeled fragmented DNA was hybridized to the Gene Arrays 1.0ST for 16-18 hours in GeneChip Hybridization oven 640 at 45°C with rotation (60 rpm). The hybridized samples were washed and stained using Affymetrix fluidics station 450. Microarrays were scanned using Affymetrix GeneArray Scanner 3000 7G Plus (Affymetrix, Santa Clara, CA). The resulting CEL files were summarized using Affymetrix Expression Console (current version 1.1). RMA (Robust Multi-Array Analysis) algorithm [[4](#_ENREF_4)] was used to generate gene-level data. A two-sample t-test was performed to identify differentially regulated mRNA expression in Nkx2-1 knockdown cells followed by a adjustment correction for multiple comparisons [2]. Genes with an adjusted p ≤ 0.0005 were considered significant. Both mRNA and microRNA expression data are deposited in the Gene Expression Omnibus (GEO) GSE47055.

*Chromatin immunoprecipitation assays*

About 1 x 10^6^ cells from the three independent Nkx2-1-shRNA and control transduced MLE15 cell lines [12] were fixed in 1% formaldehyde in 1× phosphate-buffered saline at room temperature for 10 min. After washing with 1× phosphate-buffered saline, cells were suspended in lysis buffer (1% SDS, 10 mm EDTA, 50 mm Tris-HCl, pH 8, and 1× protease inhibitor mixture Pierce (Thermo Scientific)) and sonicated by using a Branson 450 dismembrator to achieve a chromatin fragment size of 500–1000 bp. We immunoprecipitated chromatin fragments by incubating the samples (equal amount of DNA) at 4 °C overnight with 10 μl of Nkx2-1 antibody (07-601, Upstate (Millipore)) antibody or the corresponding IgG control (Santa Cruz Biotechnology) to determine nonspecific binding. Pre-absorbed protein A/G beads (Santa Cruz Biotechnology) were used to immunoprecipitate chromatin-antibody complexes. Equal volumes of immunoprecipitated DNA solution and 10% of the input DNA fragments were amplified by qPCR using a custom designed TaqMan (Applied Biosystems) assay within -1kb relative to the first nucleotide of the pre-miRNA sequence indicated in the UCSC Genome Browser version (miR-1195, mm10 chr17:70860551-70861600; miR-200c, mm10 chr6:124718366-124719390) and quantified in a StepOnePlus using TaqMan Master Mix (Applied Biosystems). Data were normalized to IgG control and expressed as percentage of the input.

**Table Legends**

**Table S1 –** mmu-miR-200c and mmu-mir-1195 predicted target genes identified in TargetScanMouse 6.2 (total context score ≤ -0.01).

**Table S2 -** Gene expression changes induced by down-regulation of Nkx2-1 in MLE15 cells. Adjusted p value < 0.0005.

**Table S3 -** Gene ontology analysis of predicted miR-200c targets that are down-regulated in Nkx2-1 knock-down cells**.** Bayes Factor >3.00, more than 5 genes per GO group.

**References in the Supplementary Methods**

1. Tagne JB, Gupta S, Gower AC, Shen SS, Varma S, Lakshminarayanan M, Cao Y, Spira A, Volkert TL, Ramirez MI: **Genome-wide analyses of Nkx2-1 binding to transcriptional target genes uncover novel regulatory patterns conserved in lung development and tumors**. *PLoS One* 2012, **7**(1):e29907.

2. Benjamini Y, Drai D, Elmer G, Kafkafi N, Golani I: **Controlling the false discovery rate in behavior genetics research**. *Behav Brain Res* 2001, **125**(1-2):279-284.

3. Benjamini Y, Hochberg Y: **Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing**. *Journal of the Royal Statistical Society Series B (Methodological)* 1995, **57**(1):289-300.

4. Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP: **Exploration, normalization, and summaries of high density oligonucleotide array probe level data**. *Biostatistics* 2003, **4**(2):249-264.

# Supplementary material for: Transcription factor and microRNA interactions in lung cells: an inhibitory link between NK2 homeobox 1, miR-200c and the developmental and oncogenic factors Nfib and Myb
**Source:** Respir Res. 2015 Feb 13;16(1):22. doi: 10.1186/s12931-015-0186-6
**Supplement:** Additional file 4: Table S3. — Gene ontology analysis of predicted miR-200c targets down-regulated in Nkx2-1 knock-down cells.

| *Table S3. Gene ontology analysis of predicted miR-200c targets down-regulated in Nkx2-1 knock-down cells.* | | | |
| --- | --- | --- | --- |
| *Bayes Factor >3.00, > 5 genes per GO group* | | | |
| # | Annotation | Bayes factor | |
| 1 | GO:0007275 [2]: development | | 5.36 |
| 2 | GO:0050789 [2]: regulation of biological process | | 4.46 |
| 3 | GO:0009653 [3]: morphogenesis | | 4.34 |
| 5 | GO:0006355 [7]: regulation of transcription, DNA-dependent | | 4.1 |
| 7 | GO:0006139 [5]: nucleobase, nucleoside, nucleotide and nucleic acid metabolism | | 4 |
| 8 | GO:0045449 [6]: regulation of transcription | | 3.98 |
| 9 | GO:0006351 [7]: transcription, DNA-dependent | | 3.98 |
| 10 | GO:0019219 [5]: regulation of nucleobase, nucleoside, nucleotide and nucleic acid metab | | 3.96 |
| 11 | GO:0006350 [6]: transcription | | 3.76 |
| 12 | GO:0050791 [3]: regulation of physiological process | | 3.68 |
| 16 | GO:0019222 [4]: regulation of metabolism | | 3.44 |
| 17 | GO:0009887 [4]: organogenesis | | 3.34 |
| 18 | GO:0048513 [3]: organ development | | 3.31 |

How the deposited data were processed for this re-analysis (not part of the article)

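RNA of 6 MLE15 cell lines, 3 transduced with Nkx2-1-shRNA and 3 with the non-silencing control, was measured on Affymetrix Mouse Gene 1.0 ST arrays. The authors summarized the arrays with Affymetrix Expression Console 1.1, as the methods and the submitters' processing notes state, using Robust Multi-Array Analysis (background correction, quantile normalization and a summary over the probes of each transcript cluster). The deposited values are therefore on the log2 scale and were used as they stand, with 35557 transcript clusters per array and no column left out. They range from 0.46 to 13.69, and at most 114 values were identical in any pair of arrays. The microRNA arrays, the RT-qPCR, the reporter assays and the chromatin immunoprecipitations of the study were not analysed here.

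The annotation of the array listed 23410 transcript clusters; 21789 carried 1 gene symbol, 1621 several and 12147 none or were not listed. A gene was a single symbol, 19938 in all, and for the 999 genes with more than 1 transcript cluster the one with the highest mean over the 6 arrays was used. Targets of miR-200c and miR-1195 (TargetScanMouse 6.2) were read from Table S1 and matched by RefSeq accession and then by symbol. Of 770 miR-200c targets 727 were matched, to 726 genes, and of 40 miR-1195 targets 38.

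Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, default prior without trend, no block, 4 residual and 2.86 prior degrees of freedom). Adjusted p are Benjamini-Hochberg values over all 35557 transcript clusters. Transcript clusters were counted at the study's threshold (adjusted p under 0.0005, log2 fold change beyond 0.6) and at an adjusted p under 0.05, which was also used for single genes and list members. Confidence intervals are at 95%. Exact two-sided permutation tests over the 10 splits of 6 lines into 3 and 3 stood beside the Nkx2-1 result and have 0.1 as their smallest p. Shares of targets and of transcription factors were compared by Fisher's exact test, two-sided, over all genes with 1 symbol; 1005 genes counted as transcription factors by their family symbols.

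There were 30 fixed gene lists: alveolar type II and surfactant, alveolar type I, airway secretory, ciliated cell, basal and squamous epithelium, gastric and hindgut epithelium, epithelial junctions and keratins, mesenchymal and transition genes, lung and foregut transcription factors, cholesterol synthesis, fatty acid and phospholipid synthesis, G2 and M phase, G1/S and S phase, p53 response, interferon response, Nrf2 and glutathione, unfolded protein and amino acid response, hypoxia and glycolysis, TGF-beta and YAP targets, fibroblast and smooth muscle, endothelial cell, leukocyte, neuroendocrine, commonly used reference genes, serpin clade B, histones, small nucleolar RNAs, keratins, claudins and ribosomal proteins. To these came 4 lists of the study, its epithelial and mesenchymal markers and the genes of Fig. 4B and Fig. 5B. The last 6 of the 30 were drawn by symbol prefix, and ribosomal kinases and the peptidase gene H13, which those prefixes had caught, were taken out after the values had been seen. Each list was tested with camera at a preset correlation of 0.01, with adjustment over the 34 lists, again with an estimated correlation, and with fry, which asks whether the genes of a list move on balance in 1 direction and compares them with no other genes. The median of the target lists was also set against 10000 random lists matched on mean log2 value in 20 bins.

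Genes were named by a fixed rule: every gene the paper names from these arrays; the 10 largest rises and 10 largest falls among single-symbol transcript clusters at an adjusted p under 0.0005 with groups that did not overlap; of each list up to 4 members with the largest change at an adjusted p under 0.05 and the best known member; the 5 miR-200c targets that rose most at the study's threshold; and every miR-1195 target at that threshold. Genes outside the rule are said to have been named after their values were seen.

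Alternatives were the methods' t-test, a t-test for unequal variances, a trended and robust prior, array weights, a repeated quantile normalization, median centring, transcript clusters above the median level, above background or with 1 gene symbol, replicate number as a block, each line left out in turn, other thresholds, target matching by printed symbol, the mean of a gene's transcript clusters, an aggregate PCT over 0.1, and the 90th percentile for background.

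The background limit of 4.35 is the 95th percentile of 1245 transcript clusters of 1229 chemosensory receptor genes (median 2.60; 90th percentile 3.97), and 13565 genes exceeded it in at least 1 group. An array gives no counts, so precision rests on the 6 arrays. Both tests were tried on simulated data, with log2 changes of 0.5, 1, 2 and 4 each added to 50 transcript clusters. At an adjusted p under 0.05 limma recovered 12%, 70%, 96% and 98%, with 6 false calls. At the study's threshold it recovered 0%, 2%, 56% and 96%. The methods' t-test recovered 6%, 26%, 76% and 96% at an adjusted p under 0.05, with 4 false calls. At the study's threshold the t-test recovered 0%, 0%, 0% and 20%.

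Genes were placed along the chromosomes by a reference annotation, and medians of runs of 50 neighboring genes were compared with 100 shuffles of gene order. The difference between targets with more and with fewer conserved sites was tested with 1e+05 permutations. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.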

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

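None of the tests in this part was chosen after its own result was seen, apart from the removal of 1 gene from the histone list. The lists were set after the fold changes of Table S2, from these same arrays, had been read. Their tests are therefore not blind to the genes that moved. The groups below stand here because the paper does not discuss them as groups and they passed the test of lists. Of the 30 lists 14 passed with the preset correlation, 11 of them outside the paper's discussion, and 0 with a correlation estimated by camera (7 at an unadjusted p under 0.05), while fry gave 23. All values are log2 fold changes of Nkx2-1-shRNA over non-silencing control lines (n = 3 each).

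Genes of airway secretory cells: 5 of 15 fell and none rose (6 fell when adjusted over the list alone; median −0.17; adjusted p = 0.00272; adjusted p = 0.152 with an estimated correlation). Bpifa1 (−5.23), the aldehyde dehydrogenase genes Aldh1a7 (−3.44, to below the background limit) and Aldh1a1 (−2.32) and the keratin gene Krt4 (−1.16) fell, and the club cell gene Scgb1a1 was below the background limit in both groups.

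Genes of basal and squamous epithelium: 12 of 28 rose and 3 fell (13 and 3 when adjusted over the list alone; median 0.17; adjusted p = 1.2e-05; adjusted p = 0.138 with an estimated correlation). Besides Dsg3 (4.38, from below the background limit) and Serpinb5 (3.38), S100a14 (2.11) and the plakophilin gene Pkp1 (2.00) rose, and the basal keratin gene Krt5 had 0.15 (adjusted p = 0.447); 10 of the 28 also stand in another list, and Krt14 among the study's markers.

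Genes of cholesterol synthesis: 15 of 20 fell and none rose (the same counts when adjusted over the list alone), among them Lss (−1.56), Idi1 (−1.48), Nsdhl (−1.28), Dhcr7 (−1.23) and the synthase gene Hmgcs1 (−1.22). Their median was −0.72 (adjusted p = 4.4e-10; adjusted p = 0.152 with an estimated correlation).

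Genes of hypoxia and glycolysis: 16 of 20 rose and 1 fell (the same counts when adjusted over the list alone), among them Ndrg1 (3.18), Ankrd37 (2.12), the oxidoreductase gene Ero1a (1.94), the hexokinase gene Hk2 (1.82) and the growth factor gene Vegfa (1.27). Their median was 0.71 (adjusted p = 1.1e-09; adjusted p = 0.152 with an estimated correlation).

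Targets of TGF-beta and YAP signaling: 10 of 19 rose and none fell (11 and 1 when adjusted over the list alone; median 0.45; adjusted p = 7.3e-07; adjusted p = 0.138 with an estimated correlation). Tgfbi (3.26), the thrombospondin gene Thbs1 (2.91), the tissue factor gene F3 (1.38) and Id3 (1.07) rose, while Ccn2, in a stretch of mostly lower genes on chromosome 10, had 0.38 (adjusted p = 0.159).

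Genes of the unfolded protein and amino acid response: 10 of 21 rose and 5 fell (12 and 5 when adjusted over the list alone; median 0.48; adjusted p = 0.00970; adjusted p = 0.359 with an estimated correlation, 0.0518 above the median level, 0.00582 to 0.359 over the alternatives with camera, 0.00195 with fry). Trib3 (1.86), Chac1 (1.43) and Vldlr (1.27) rose, the calreticulin gene Calr (−1.07) fell, and the chaperone gene Hspa5 had 0.083 (adjusted p = 0.513).

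Genes of the interferon response: 11 of 31 fell and 2 rose (12 and 3 when adjusted over the list alone; median −0.26; adjusted p = 0.00391; adjusted p = 0.366 with an estimated correlation, 0.0759 above the median level, 5.5e-04 to 0.366 over the alternatives with camera, 0.0128 with fry). Ifitm3 (−3.96) and Gbp7 (−2.39, to below the background limit) fell, the related genes Ifi203 (2.60) and Ifi202b (2.51) rose, and Ifit1 was below the background limit.

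Genes of the Nrf2 response and glutathione: 9 of 19 fell and 3 rose (the same counts when adjusted over the list alone; median −0.25; adjusted p = 0.00436; adjusted p = 0.366 with an estimated correlation). Gpx2 (−1.34, in a stretch of mostly lower genes on chromosome 12), Gstp1 (−1.13) and Gclm (−0.93) fell, the cystine transporter gene Slc7a11 rose (1.07), and Nqo1 was below the background limit.

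Serpin clade B genes: 10 of 24 rose and none fell (the same counts when adjusted over the list alone; median 0.24; adjusted p = 8.7e-07; adjusted p = 0.183 with an estimated correlation). Serpinb11 (3.57), Serpinb6c (2.94) and Serpinb2 (2.87) rose most beside Serpinb5, Serpinb11 and Serpinb2 from below the background limit, and 9 of the 24 exceeded the background limit in a group.

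Histone genes: 5 of 19 fell and none rose (10 fell when adjusted over the list alone, median −0.49, list adjusted p = 2.0e-04, and 0.366 with an estimated correlation). Those that fell include H4c6 (−1.31), H1f2 (−0.77, adjusted p 0.00407 to 0.219 over the alternatives), H1f1 (−0.71) and H1f3 (−0.68, adjusted p 0.00175 to 0.115 over the alternatives).

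Small nucleolar RNAs: 19 of 51 fell and none rose (29 fell when adjusted over the list alone, median −0.37, list adjusted p = 1.6e-09, and 0.138 with an estimated correlation). Those that fell include Snord14e (−1.34), Snord16a (−1.10), Snord42a (−0.98, adjusted p 0.00149 to 0.128 over the alternatives), Snord61 (−0.86, below the background limit) and Snora16a (−0.52, adjusted p 0.00456 to 0.149 over the alternatives). The paper's additional methods name the RNeasy kit for these arrays, and an enrichment of small RNA for the microRNA arrays. How far these arrays measure such small RNAs was not tested.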

How the results depend on the processing

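The alternatives reported here were chosen before their results were seen. Replicates share only a number between the groups: deviations from the group mean correlated at 0.0575, 0.136 and −0.0342 for the equally numbered lines, and at up to 0.131 for others, so no sample is paired. A fit with the replicate block gave 0 transcript clusters at the study's threshold in either direction (2269 higher and 2775 lower at an adjusted p under 0.05), 0 miR-200c targets lower or higher, and 4 of the 14 marker genes past the test, against 7.

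For the summary results, 214 of 299 comparisons with an alternative kept direction, side of the threshold or size, 72 counts or values moved, 8 calls were lost, 3 gained and 2 reversed. For the gene lists 1608 of 1802 were kept, 157 moved, 19 calls were lost and 18 gained, and for single genes 2766 of 2966 were kept, 189 lost and 11 gained. The test for unequal variances lost 68 of these single genes and the methods' t-test 22. Unless stated otherwise the cause was not tested. The log2 fold change of Nkx2-1 stayed at −0.69 with unequal variances but the adjusted p was 0.0550 (1.2e-04 to 0.0550 over the alternatives), and leaving out a line gave −0.73 to −0.66.

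At the study's threshold, 286 transcript clusters were higher and 162 lower. The methods' t-test and the test for unequal variances gave 0 and 0; at an adjusted p under 0.05 the former gave 2024 higher and 1983 lower (50.5% higher, against 45.2%) and the latter 832 higher and 760 lower. The filters on transcript clusters gave more calls: 586 and 366 above the median level, 472 and 299 above background, and 906 and 651 with 1 gene symbol. There the prior degrees of freedom were 3.49, 3.08 and 6.19 against 2.86. These fits tested 17778, 23126 and 21789 transcript clusters, so the calls did not follow the number tested. An adjusted p under 0.005 gave 989 and 787. Without 1 line, which leaves fewer samples, the counts were 0 to 22 higher and 0 to 9 lower, and at an adjusted p under 0.05 1690 to 2225 higher and 1815 to 2750 lower, the lowest of both without Nkx2-1-shRNA replicate 1. Median centring changed the share of higher transcript clusters at an adjusted p under 0.05 from 45.2% to 59.5%, and quantile normalization to 49.9%; the median of all transcript clusters was −0.029, 0.051 and 0.012.

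For miR-200c targets at the study's threshold, 9 lower and 8 higher became 0 and 0 by both t-tests, 16 and 35 above the median level, 18 and 23 above background, 37 and 56 with 1 gene symbol, and 91 and 123 at an adjusted p under 0.05; higher targets were 18 with the trended prior and 16 with median centring, and without 1 line 0 to 2 were lower and 0 higher. By the exact test the odds ratio for lower targets, 2.08 (p = 0.0474), was 1.83 (p = 0.0933) after quantile normalization and 1.02 (p = 0.895) above the median level. It was 1.73 (exact p = 0.0390) in the fit to transcript clusters above background, which gave the 18 and 23. Where only genes above background were compared, it was 1.59 (exact p = 0.194). It was 1.75 (exact p = 0.00277) with 1 gene symbol. Without 1 line it was 5.30 to 7.58 (exact p = 0.200 in 4 fits and 0.0402 without control replicate 1). The exact test for higher targets, 0.873 (p = 0.865), reversed to 1.88 (p = 4.0e-05) with 1 gene symbol and to 1.75 (p = 1.6e-07) at an adjusted p under 0.05, and was 0 without 1 line. For higher targets among genes above background only, the odds ratio was 0.666 (exact p = 0.363). Where no gene was called (both t-tests, the replicate block, and without Nkx2-1-shRNA replicate 2) it has no value. Targets of miR-1195, 0 in either direction, were 3 higher and 1 lower above the median level, 1 higher above background, 4 and 3 with 1 gene symbol, and 9 and 5 at an adjusted p under 0.05.

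The odds ratio of transcription factors, 1.88 (exact p = 0.0568), was 1.89 (p = 0.0469) above background and 1.71 to 2.17 without 1 line, passing without control replicates 1 (p = 0.0436) and 2 (p = 0.0306). Of the 30 lists, 14 passed; with an estimated correlation none did (0), with fry 23, and otherwise 13 to 16. The list of fatty acid and phospholipid synthesis passed after quantile normalization (0.0183) and median centring (0.0250) and without 4 of the lines (0.0361 to 0.0489), the neuroendocrine list above the median level (0.0189), and the ribosomal list without control replicate 1 (0.0484). Of the 14 marker genes 3 passed with unequal variances and 4 to 6 without 1 line.

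Signal over background limits what the arrays can show: 13565 of 19938 genes exceeded the limit of 4.35 in a group, and a change of a gene below it may be missed or understated; with the limit at the 90th percentile, 3.97, Zeb1 (4.00 in the Nkx2-1-shRNA lines) would lie above it. Simulated log2 changes of 0.5 were recovered in 12% and of 1 in 70% at an adjusted p under 0.05. Only 50 transcript clusters were changed per size there, while 5989 were called in the data. The Benjamini-Hochberg adjustment is stricter where fewer change, so these shares may understate the recovery in the data.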

Differences from the paper's values

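No test in this part was chosen after its result was seen. At the thresholds stated in the paper, 448 transcript clusters passed, against the paper's 1352 genes. The alternatives set before the data were examined that came within a factor of 1.5 were transcript clusters above the median level (952), those with 1 gene symbol (1557) and an adjusted p under 0.005 (1776); all the others differed. Higher transcript clusters numbered 286, against the paper's 795, and 586, 906 and 989 under these alternatives, which did not differ, while all others did. Lower ones numbered 162, against the paper's 557; 651 with 1 gene symbol and 787 at an adjusted p under 0.005 did not differ, and all others did, including 366 above the median level. The legend of Fig. 1B gives other limits than the text, and the figure itself prints an adjusted p of 0.005.

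Of the predicted miR-200c targets 9 were lower, against the paper's 32; with 1 gene symbol 37 were, which did not differ, and all other alternatives differed. Of the predicted miR-1195 targets 0 were higher by limma, against the paper's 4 (11 at an unadjusted p under 0.05; 0 by the methods' t-test); 4 with 1 gene symbol and 3 above the median level did not differ, and all others did. Those 4 were Nr1d1, Spire1, Map3k2 and Kcne3, whereas the paper names Cyp2s1, which is not in its Table S1 list for miR-1195. The adjusted p of Nkx2-1 was 0.00155, against the paper's 2.5e-04 in Table S2; which test gave the values of Table S2 is unclear, since the methods name a t-test, which gave 0 transcript clusters here. None of the alternatives came within a factor of 1.5, with 1.2e-04 for 1 gene symbol and 4.1e-04 above the median level the nearest.

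Fold changes were close to the paper's for nearly all genes that were matched. Of 1083 genes of Table S2 that were matched, 1076 lay within 0.01 of its log2 fold change and all 1083 had its sign, and 1079 passed an adjusted p under 0.05. The adjusted p here was larger, by a median ratio of 13.4; with 1 gene symbol only the ratio was 0.322 and 1077 of the 1083 were under 0.0005, against 362. The log2 fold change of Nkx2-1 (−0.69) and its level (61.8% of control) were within the paper's values, apart from −0.61 after median centring, and the folds read from Fig. 1C for 9 marker genes did not differ.

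The paper states that Zeb2 was unchanged. Here its log2 fold change was 0.58 (adjusted p = 0.0154), a rise at an adjusted p under 0.05 that does not reach the study's threshold. The fold of 1.49 did not differ from the 1.5 read from Fig. 1C. In 6 alternatives, the methods' t-test among them, Zeb2 was not called. The paper states that Epcam increased; here the log2 fold change was 0.34 (adjusted p = 0.0588), and array weights, median centring, the trended prior, the 3 filters on transcript clusters and the fit without control replicate 1 called it. Krt14, Cldn4 and Cldn8 rose and Cdh1 did not pass, as the paper has it. Of the mediators of epithelial-mesenchymal transition that the paper calls undetectable, Zeb1 and Snai2 were below the background limit of 4.35, Snai1 was at 5.63 and 5.91, and Twist1 (4.52 and 4.49) and Twist2 (4.55 and 4.48) were just above it. By symbol, Tables S1 and S2 share Sesn1 as a lower miR-200c target beyond the genes of Fig. 4B; here Sesn1, in a stretch of mostly lower genes on chromosome 10, had −1.68. The methods give an aggregate PCT over 0.1 for the targets, and Table S1 also lists some below it; with that limit 690 were measured, of which 9 were lower and 7 higher at the study's threshold.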

Other observations

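Tests of runs of neighboring genes above background, of regions formed from them and of targets outside these regions were chosen after the first test of runs had been seen. Of 13 genes of ciliated cells none passed (median −0.016, positive after quantile normalization or median centring; none when adjusted over the list alone; adjusted p = 0.787; adjusted p = 0.799 with an estimated correlation), 3 exceeded the background limit in a group, and the master regulator gene Foxj1 was below it. Of 14 genes of fibroblasts and smooth muscle, 2 rose and none fell (1 rose when adjusted over the list alone, list adjusted p = 0.425, and 0.664 with an estimated correlation). Those that rose were Des (0.61, adjusted p 0.00297 to 0.108 over the alternatives) and Cnn1 (0.26, from below the limit, adjusted p 0.0146 to 0.153 over the alternatives). Of the list 10 exceeded the limit, and the collagen gene Col1a1 had 0.088. Of 14 endothelial genes, 2 rose and 1 fell (the same counts when adjusted over the list alone; median 0.024, mean −0.030; adjusted p = 0.562; adjusted p = 0.664 with an estimated correlation): the receptor gene Tek fell (−2.00, to below the limit), Flt1 (0.80) and Vwf (0.41, among mostly higher neighbors on chromosome 6; adjusted p 0.00688 to 0.104 over the alternatives) rose, and Pecam1 was below the limit, as were all but 7 of the list. Of 14 leukocyte genes, 2 rose and 1 fell (the same counts when adjusted over the list alone; median −0.10, mean 0.061; adjusted p = 0.923; adjusted p = 0.951 with an estimated correlation): Cd74 (1.54, from below the limit) and Csf1r (0.51, below the limit) rose, Fcer1g (−0.54, to below the limit, adjusted p 0.00245 to 0.150 over the alternatives) fell, Ptprc was below the limit, and 6 exceeded it. Of 14 neuroendocrine genes, 2 fell and none rose (the same counts when adjusted over the list alone; median −0.058, positive after median centring; adjusted p = 0.196; adjusted p = 0.359 with an estimated correlation): the glucagon gene Gcg (−2.81, in a stretch of mostly lower genes on chromosome 2) and the pentraxin gene Nptx1 (−1.23), which the study selected, while Chga, in such a stretch on chromosome 12, had 0.15; 8 exceeded the limit.

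Of 26 genes of G2 and M phase, in which earlier work cited by the paper found these cells halted, 8 fell and 1 rose (13 and 2 when adjusted over the list alone; median −0.28; adjusted p = 0.00279; adjusted p = 0.238 with an estimated correlation). Cdc25c (−0.71), Aurka (−0.56) and Plk1 (−0.55), which encode a phosphatase and kinases of mitotic entry, fell, the phosphatase gene Cdc25b rose (0.85), and the cyclin gene Ccnb2 had −0.37 (adjusted p = 0.0972; 0.0372 to 0.252 over the alternatives). The call of Plk1 ended by the methods' t-test, with unequal variances and without Nkx2-1-shRNA replicate 1 (adjusted p 0.00231 to 0.154 over the alternatives). That of Cdc25c ended with unequal variances (adjusted p = 0.0679).

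Other groups moved in both directions or little. Of 22 genes of fatty acid and phospholipid synthesis, 8 fell and 2 rose (10 and 2 when adjusted over the list alone; median −0.069, positive after median centring; adjusted p = 0.0501; adjusted p = 0.366 with an estimated correlation): the acyltransferase genes Lclat1 (−2.88) and Agpat4 (−0.88) and the synthase gene Fasn (−0.45) fell and Pcyt1b (0.86) rose. Of 23 genes of G1/S and S phase, 6 rose and 3 fell (7 and 4 when adjusted over the list alone; median 0.12; adjusted p = 0.196; adjusted p = 0.534 with an estimated correlation): the replication licensing genes Cdt1 (0.90) and Mcm6 (0.67) rose, and the cyclin gene Ccne1 (−0.64, adjusted p 0.00256 to 0.173 over the alternatives) and Rrm2 (−0.58) fell. Of 20 genes of the p53 response, 5 rose and 7 fell (8 and 8 when adjusted over the list alone; median −0.047, positive after median centring, mean 0.065; adjusted p = 0.586; adjusted p = 0.799 with an estimated correlation): Gadd45a (3.00) and Eda2r (1.85) rose, and Sesn1 (−1.68), Fas (−0.83) and Mdm2 (−0.76) fell. Of 13 commonly used reference genes, 2 rose and 3 fell (the same counts when adjusted over the list alone; median −0.044, positive after median centring; adjusted p = 0.535; adjusted p = 0.594 with an estimated correlation): Gusb (0.85) and Pgk1 (0.62, adjusted p 0.00279 to 0.200 over the alternatives) rose, Tfrc (−0.91) and Polr2a (−0.82) fell, and the actin gene Actb had −0.044 (adjusted p = 0.779). Of 64 ribosomal protein genes, 2 rose and 3 fell (0 and 1 when adjusted over the list alone; median −0.041, positive after median centring; adjusted p = 0.364; adjusted p = 0.799 with an estimated correlation): Rps14 (0.39) and Rpl5 (0.35) rose, Rpl7l1 (−0.41) and Rpl10l (−0.36, below the background limit) fell, and Rpl10 had 0.035; the calls of Rps14, Rpl5 and Rpl10l ended in 9, 6 and 10 alternatives (adjusted p 0.0162 to 0.142, 0.00460 to 0.0727 and 0.0116 to 0.142).

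A hypothesis tested on the arrays was that higher miR-200c lowered its predicted targets as a set. The median log2 fold change of the 726 targets, 0.033, lay at the 99.94 percentile of 10000 expression-matched random lists (middle 95% from −0.028 to 0.017). Such lists treat genes as independent. By camera the set pointed up without passing (p = 0.184, and p = 0.657 with an estimated correlation). The arrays thus showed no downward shift of the set, and single targets may still be repressed. Targets with 2 or more conserved sites (81) had a median 0.020 above that of targets with 1 site (645; permutation p = 0.542). At an adjusted p under 0.05, 8 of the 81 and 83 of the 645 were lower. The arrays thus showed no stronger repression with more sites. The difference lay within the spread of the permutations, so a small effect of site number is not excluded. The 243 targets with an aggregate PCT of at least 0.8 had a median of 0.053 (99.72 percentile). They did not pass by camera (p = 0.118, and p = 0.613 with an estimated correlation). Of the genes of Table S2 whose symbols were measured here (459 of the paper's 557 lower and 691 of its 795 higher genes), 31 lower and 43 higher genes were targets, against 16.7 and 25.2 by chance (Fisher's exact test, two-sided: odds ratios 1.96, p = 9.4e-04, and 1.80, p = 6.0e-04). The numbers by chance count all measured genes alike, including those below background. Among genes above background only, limma at the study's threshold gave odds ratios of 1.59 for lower targets (exact p = 0.194) and 0.666 for higher targets (exact p = 0.363).

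Another hypothesis was that the Nkx2-1-shRNA lines gained or lost chromosome material. No chromosome's median lay beyond −0.0702 from that of all genes, which argues against a whole chromosome, although among genes above background chromosome 12 reached −0.138. Some run of 50 neighboring genes deviated by −0.351 (chromosome 12, 23 lower and 2 higher), against at most 0.193 in 100 shuffles of gene order, and among genes above background by −0.435, against 0.242; a candidate explanation is a gain or loss of segments, and regional co-regulation stays open, since no DNA was measured and the arrays do not tell which lines changed. Runs beyond the shuffles formed 12 regions on 7 chromosomes (5 lower, 7 higher). Within each region the Nkx2-1-shRNA lines all shifted in the same direction. If segments were gained or lost, the lines of a group may share an origin and would then not be independent replicates. The tests here treat the lines as independent, and a shared origin was not tested. The region on chromosome 12 begins at Nkx2-1 and holds 85 lower and 9 higher of 207 genes, with medians of −0.30, −0.32 and −0.29 in the Nkx2-1-shRNA lines and 0.043, 0.0022 and −0.026 in the controls; of the 5 nearest genes inside, named after their values were seen, Pax9 (−0.54) and Foxa1 (−0.85) fell and Nkx2-9 (−0.043), Slc25a21 (−0.10) and Sec23a (−0.0078) did not pass. Of the 5 nearest on the other side, Nfkbia (1.10) and Ralgapa1 (0.76) rose and Mbip (0.00064), Brms1l (0.31) and Insm2 (−0.056) did not pass, so where the region begins is approximate.

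Of the 29 measured genes of Fig. 4B 7 lie in the lower regions, and the regions were found from the same lower genes. Outside all regions, the median of 652 miR-200c targets was 0.035 (99.91 percentile of random lists, which treat genes as independent).

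The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At the study's threshold the real split gave 286 higher and 162 lower transcript clusters and 9 lower and 8 higher miR-200c targets, and at an adjusted p under 0.05 2705 and 3284; the highest of the other splits was 0 for each, so that 1 split, the real one, gave a count as large.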
